# The aryl hydrocarbon receptor regulates lipid mediator production in alveolar macrophages

**DOI:** 10.3389/fimmu.2023.1157373

**Published:** 2023-04-04

**Authors:** Ann-Marie Maier, Karsten Huth, Francesca Alessandrini, Fiona Henkel, Benjamin Schnautz, Anela Arifovic, Fabien Riols, Mark Haid, Anja Koegler, Katrin Sameith, Carsten B. Schmidt-Weber, Julia Esser-von-Bieren, Caspar Ohnmacht

**Keywords:** macrophage, aryl hydrocarbon receptor, eicosanoids, leukotriene, prostaglandin

## Abstract

Allergic inflammation of the airways such as allergic asthma is a major health problem with growing incidence world-wide. One cardinal feature in severe type 2-dominated airway inflammation is the release of lipid mediators of the eicosanoid family that can either promote or dampen allergic inflammation. Macrophages are key producers of prostaglandins and leukotrienes which play diverse roles in allergic airway inflammation and thus require tight control. Using RNA- and ATAC-sequencing, liquid chromatography coupled to mass spectrometry (LC-MS/MS), enzyme immunoassays (EIA), gene expression analysis and *in vivo* models, we show that the aryl hydrocarbon receptor (AhR) contributes to this control *via* transcriptional regulation of lipid mediator synthesis enzymes in bone marrow-derived as well as in primary alveolar macrophages. In the absence or inhibition of AhR activity, multiple genes of both the prostaglandin and the leukotriene pathway were downregulated, resulting in lower synthesis of prostanoids, such as prostaglandin E2 (PGE_2_), and cysteinyl leukotrienes, e.g., Leukotriene C4 (LTC_4_). These AhR-dependent genes include *PTGS1* encoding for the enzyme cyclooxygenase 1 (COX1) and *ALOX5* encoding for the arachidonate 5-lipoxygenase (5-LO) both of which major upstream regulators of the prostanoid and leukotriene pathway, respectively. This regulation is independent of the activation stimulus and partially also detectable in unstimulated macrophages suggesting an important role of basal AhR activity for eicosanoid production in steady state macrophages. Lastly, we demonstrate that AhR deficiency in hematopoietic but not epithelial cells aggravates house dust mite induced allergic airway inflammation. These results suggest an essential role for AhR-dependent eicosanoid regulation in macrophages during homeostasis and inflammation.

## Introduction

Allergic airway inflammation including asthma is a major health burden with growing world-wide incidence. Treatment options are limited and include anti-histaminic drugs, general immune suppression by corticosteroids or targeting of type-2 cytokines by monoclonal antibodies. Eicosanoids are bioactive metabolites derived from the polyunsaturated fatty acid arachidonic acid that play important pro- but also anti-inflammatory roles in severe type-2 inflammation including allergic asthma (1). Current therapies targeting eicosanoid pathways have failed to provide a major advance in the therapy of asthma, owing to a limited understanding of the regulatory mechanisms that control these complex mediators. Arachidonic acid can be metabolized to generate bioactive eicosanoids *via* two distinct pathways: prostanoids are formed *via* the activity of two isozymes (cyclooxygenase 1 (COX-1) and cyclooxygenase 2 (COX-2), encoded by *PTGS1* and *PTGS2*, respectively) ultimately resulting in the generation of thromboxane and prostaglandins (PGs) including prostaglandin E_2_ (PGE_2_) and prostacyclin (PGI_2_). Importantly, COX1 is expressed constitutively in many cell types, while COX2 expression can be induced by different stimuli including allergens (2, 3). Both enzymes catalyze the formation of prostaglandin H_2_ (PGH_2_) which can then be further metabolized by specific enzymes to PGE_2_, prostaglandin D_2_ (PGD_2_), prostaglandin F_2α_ (PGF_2α_), PGI_2_ and thromboxanes A_2_ (TXA_2_) and B_2_ (TXB_2_), collectively known as prostanoids. Alternatively, the activity of 5-lipoxygenase (5-LO, encoded by *ALOX5)* catalyzes the formation of leukotrienes (LTs) such as the pro-inflammatory leukotriene B_4_ (LTB_4_), C_4_ (LTC_4_) and D_4_ (LTD_4_). While LTs and PGD_2_ are important drivers of type-2 inflammation (4–6), PGE_2_ and PGI_2_ have anti-inflammatory functions and can dampen allergic inflammatory responses (7–9). Thus, the eicosanoid system represents an important layer of immune regulation in type 2 immunity dominated disorders (10).

Myeloid cell types such as macrophages represent a major cell type involved in the generation of bioactive LTs and prostanoids (11, 12). In recent years, macrophages were shown to constitute a highly plastic and heterogenous cell population that can adapt to various microenvironments by adopting metabolically and functionally different cellular states. Specifically, type-2 cytokines such as interleukin-4 but also other environmental factors trigger the expression of enzymes to foster LT and prostanoid biosynthesis (13). However, there is currently a lack of understanding which transcription factors are enabling and regulating eicosanoid synthesis and function in macrophages.

The aryl hydrocarbon receptor (AhR) is a ligand activated transcription factor that is present in the cytosol and upon binding to its ligands can translocate to the nucleus and induce gene transcription. AhR ligands include aromatic hydrocarbons mostly derived from external sources but also endogenous ligands of the tryptophan catabolism such as indole derivatives (14). Depending on structural differences, AhR ligands may act as agonists or competitive antagonists probably contributing to the diverse AhR functions ranging from detoxification, maintaining stemness to cellular differentiation processes (15). We have previously demonstrated an important role for AhR in the regulation of allergic airway inflammation (AAI) in a murine house dust mite (HDM) model (16). However, which pathways are dysregulated in the absence of AhR remains unclear. Based on previous reports suggesting a role for AhR in the regulation of eicosanoids in an epithelial cell line (17), we investigated in this study whether the AhR contributes to the regulation of eicosanoids in alveolar macrophages.

Our results demonstrate that AhR serves as a transcriptional regulator for a set of genes in alveolar or alveolar-like macrophages (COX-1, 5-LO and leukotriene C4 synthase (LTC4S), encoded by (*PTGS1*, *ALOX5* and *LTC4S*)). Moreover, production of eicosanoids including all cysteinyl leukotrienes (cysLTs), LTC_4_, LTD_4_ and LTE_4_, and PGE_2_ was impaired in AhR insensitive macrophages induced by either chemical inhibition or genetic AhR deficiency. This defect in eicosanoid production was readily detectable at steady state and maintained across a set of different stimuli suggesting a central role for the AhR in the regulation of basic eicosanoid biosynthesis capacity of macrophages. Lastly, mice with hematopoietic- but not epithelial-specific AhR deficiency showed a more severe inflammation in an HDM model of allergic airway inflammation including cellular infiltration to the bronchoalveolar fluid. Altogether, our results suggest a central role for the AhR in alveolar macrophages’ ability to metabolize arachidonic acid into functionally active LTs and PGs which might be instrumental to prevent exaggerated type 2 inflammation in the lung.

## Materials and methods

### Animals

C57/B6/J wildtype (WT), AhR^KO/KO^ (18) (B6.129-*Ahr^tm1Bra^*/J, Jax strain number 002831), Vav^iCre^ (19) (B6.Cg-*Commd10^Tg(Vav1-icre)A2Kio^*/J, Jax strain number 008610), LysM^Cre^ (20) (B6.129P2-*Lyz2^tm1(cre)Ifo^*/J, Jax strain number 004781), Scgb1a1^CreERT2^ (21) (B6N.129S6(Cg)-*Scgb1a1^tm1(cre/ERT)Blh^*/J, Jax strain number 016225) and AhR^flox^ (22) (*Ahr^tm3.1Bra^*/J, Jax strain number 006203) mice were bred and kept under specific pathogen-free conditions in individually ventilated cages at the central animal facility (CF-LAS) of Helmholtz Center Munich. To achieve cell-specific deletion of AhR, mice carrying a loxP-flanked exon of the AhR gene (AhR^flox/flox^) were either crossed with mice expressing the Cre recombinase under control of the Vav promoter (Vav^iCre^) or with mice expressing a Cre recombinase under control of the lysozyme promotor (LysM^Cre^). For cell-specific deletion of AhR in lung airway epithelial cells, AhR^flox^ mice were bred with Scgb1a1^CreERT2^ mice and offsprings were treated with a single administration of tamoxifen at three weeks of age (5 mg intragastrically) and were then weaned on a tamoxifen-containing diet (500 mg/kg tamoxifen citrate (Ssniff special diets, Soest, Germany)) throughout the experiment. Both male and female offspring mice between 7-14 weeks were used. All experiments were performed with age- and sex-matched mice, under guidelines of the European Convention for Animal Care and Use of Laboratory Animals and were approved by local ethics committee and government authorities (ROB-55.2-2532.Vet_02-18-94 and ROB-55.2-2532.Vet_02-17-222).

### Differentiation of bone marrow-derived macrophages

BMDMs of wildtype (WT), AhR^KO/KO^, Vav^iCre^ x AhR^flox/flox^ and LysM^Cre^ x AhR^flox/flox^ mice were differentiated as described with minor modifications to better mimic alveolar-like macrophages (23, 24). Briefly, bone marrow was flushed from femur and tibia, filtered with cell strainers (70 µm) and 1.5 x 10^7^ cells were cultured in a TC cell culture flask (T-75, Sarstedt, Nümbrecht, Germany) in 15 ml RPMI-1640 medium (ThermoFisher Scientific) containing 10 ng/mL GM-CSF (Peprotech) and 2 ng/mL TGF-ß1 (Peprotech) to drive differentiation of alveolar-like BMDMs. After three days 50% of the medium was exchanged with new medium containing 20 ng/ml GM-CSF and 4 ng/ml hTGF-ß1. On day 6 the cells were stimulated with 10 µg/ml HDM extract (Citeq BV), 97 EU/ml LPS (L4130, Sigma Aldrich), 10 µg/ml *Ascaris suum* (A.S.) L3 extract, 10 µg/ml *Heligmosomoides polygyrus bakeri* (Hpb) L3 extract or apoptotic cells. After 24 h of stimulation 5 µM Ca^2+^-ionophore A23187 (Sigma Aldrich) was added for 10 min to ensure full release of lipid mediators. Prior analysis, supernatants were stored at −80°C, undiluted for ELISA analysis or 1:1 diluted with mass spectrometry grade methanol for LC-MS/MS analysis. Cells were lysed with RNA lysis buffer (Zymo Research) and stored at -80°C until RNA isolation. When mentioned, cells were treated with 10 µM AhR inhibitor CH-223191 (Sigma Aldrich, stock solution at 100 mM in DMSO) either from the start of the culture (day 0) or at day 6 prior BMDM stimulation until the end of the stimulation.

### RNA-sequencing

BMDMs (differentiated and treated as described) were lysed in RLT Plus Buffer (Qiagen, Hilden, Germany) containing β-ME and stored at -80°C until RNA isolation. RNA isolation was performed using the RNeasy PLUS Mini Kit (Qiagen) according to the manufacturer’s instructions.

mRNA was isolated from 70 ng total RNA by poly-dT enrichment using the NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB, Ipswich, MA, USA) according to the manufacturer’s instructions. Samples were then directly subjected to the workflow for strand-specific RNA-Seq library preparation (Ultra II Directional RNA Library Prep, NEB). Custom adaptors were used for ligation (Adaptor-Oligo 1: 5’-ACA CTC TTT CCC TAC ACG ACG CTC TTC CGA TCT-3’, Adaptor-Oligo 2: 5’-P-GAT CGG AAG AGC ACA CGT CTG AAC TCC AGT CAC-3’) and adapter dimers were depleted by XP bead purification (Beckman Coulter, Brea, CA, USA). Indexing (unique dual index) was done during PCR enrichment (14 cycles, 65°C) using custom amplification primers carrying the same sequence for i7 and i5 index (Primer 1: AAT GAT ACG GCG ACC ACC GAG ATC TAC AC NNNNNNNN ACA TCT TTC CCT ACA CGA CGC TCT TCC GAT CT, Primer 2: CAA GCA GAA GAC GGC ATA CGA GAT NNNNNNNN GTG ACT GGA GTT CAG ACG TGT GCT CTT CCG ATC T). Libraries were quantified using the Fragment Analyzer (Agilent, Santa Clara, CA, USA) and equimolarly pooled and sequenced with paired-end 100bp reads on the NovaSeq 6000, to an average depth of 50 million reads each. The raw data is available at the NCBI’s Gene Expression Omnibus database and accessible through GEO Series accession number GSE221093 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE221093).

### RNA-sequencing analysis

RNA-seq bioinformatic analysis was done using an in-house analysis pipeline of the DRESDEN-concept Genome Center. Basic quality control of the raw sequencing reads was performed using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and RNA-SeQC (version 1.1.8) (25). Reads were aligned to the mm10 reference genome using GSNAP (version 2020-12-16) (26); the Ensembl gene annotation version 98 was used for splice site detection. Uniquely aligned reads per gene were counted using featureCounts (version 2.0.1) (27) and the respective Ensembl annotation. Normalization of raw read counts based on library size, and testing for differential gene expression between conditions was performed using the DESeq2 R package (version 1.30.1) (28) and R version 3.5.1. Genes with an absolute fold-change ≥ 2 and an adjusted *p*-value ≤ 0.05 are considered as differentially expressed genes (DEGs).

### ATAC-sequencing

Libraries were prepared using the Nextera DNA library Prep Kit (Illumina, San Diego, CA, USA) as previously described (29). Briefly, 5x10^4^ BMDMs (differentiated and treated as described above) were washed in PBS (ThermoFisher Scientific) and then lysed in 10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_ and 0.1% Igepal CA-630 (all Sigma Aldrich). After centrifugation the nuclei were resuspended in transposition mix (25 mL TD (2x reaction buffer (Illumina, San Diego, CA, USA)), 2.5 mL TDE1 (Nextera Tn5 Transposase (Illumina)) and 22.5 mL nuclease-free water), incubated for 30 min at 37°C. The tagmented DNA was purified with the MinElute PCR Purification Kit (Qiagen).

A total of 10 µl of purified tagmented DNA was indexed and pre-amplified for initial 5 PCR cycles with 1x KAPA HiFi HotStart Readymix (Roche, Basel, Switzerland) and 100 nM unique dual index P5 and P7 primers compatible with Illumina Nextera DNA barcoding, under the following PCR conditions: 72°C for 5 min, 98°C for 30 s, thermocycling for 5 cycles at 98°C for 10 s, 63°C for 30 s and 72°C for 1 min. To avoid saturation and potential biases in library amplification (see (29)), a qPCR (LightCycler 480 (Roche)) was performed with 1 µl of the pre-amplified material to determine the remaining PCR cycle numbers. Purification and double-sided size selection of amplified libraries was done with XP beads (Beckmann Coulter; starting with a 1.3x volume of XP bead purification, followed by a 0.6x/1.3x double-sided size selection). Libraries were quantified using the Fragment Analyzer (Agilent) and equimolarly pooled and sequenced with paired-end 100 bp reads on the NovaSeq 6000 (Illumina), to an average depth of 50 million reads each. The raw data is available at the NCBI’s Gene Expression Omnibus database and accessible through GEO Series accession number GSE221144 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE221144).

### ATAC-sequencing analysis

ATAC-seq bioinformatics analysis was done using the nf-core atacseq pipeline (30) (with “–*genome mm10 -r 1.2.1*”, and default settings otherwise). The pipeline is very comprehensive and automatically runs all required steps on a library-level, including (but not limited to) raw read QC, adapter trimming, alignment, filtering, generation of normalized coverage tracks, peak calling, and peak annotation based on the closest neighboring gene. Finally, a consensus peak set is created across all libraries, and differential accessibility analysis performed. Peaks with an absolute fold-change ≥ 1.5 and an adjusted *p*-value ≤ 0.05 are considered as differentially accessible regions (DARs).

### Combined analysis of RNA-seq and ATAC-seq data sets

To select promising candidate peaks and genes, we filtered for DARs that are associated to DEGs and eicosanoid related genes (ERGs, see **Figure 1E**). The mean normalized ATAC-seq coverage across these DARs was visualized with deepTools (**Figure 1F**, version 3.5.1 (31)). The Arnt : Ahr binding motif (TBGCACGCAA) was retrieved from Homer (http://homer.ucsd.edu/homer/motif/HomerMotifDB/homerResults.html) and scanned in the mouse mm10 reference genome with Homer scanMotifGenomeWide.pl (version 4.11 (32)).

**Figure 1:**
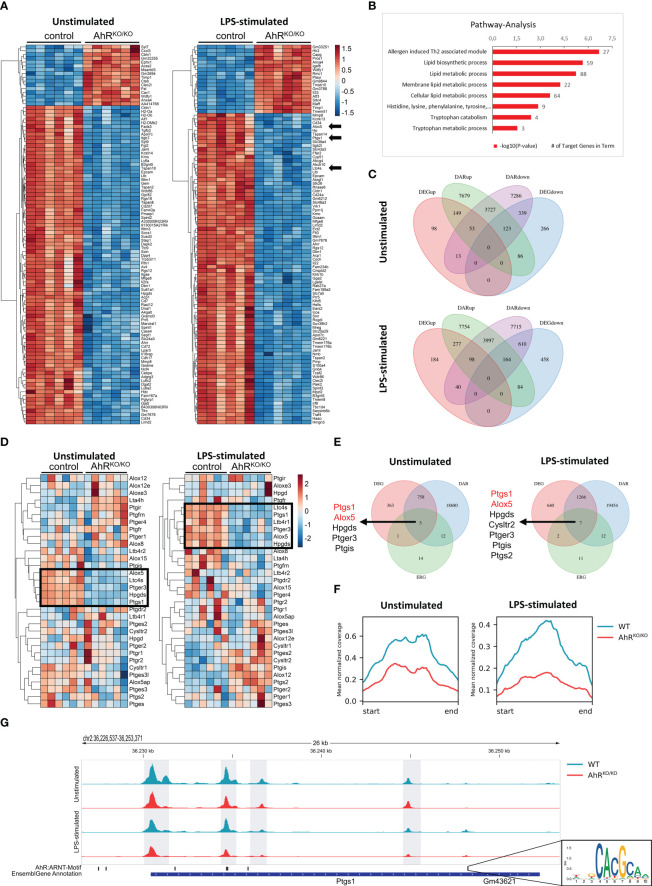
Bone marrow-derived macrophages (BMDMs) reveal AhR-dependent differential accessibility and gene expression of genes involved in eicosanoid biosynthesis. **(A)** Heatmap of the top100 differentially expressed genes (DEGs) in unstimulated (left) and LPS-stimulated (right) BMDMs of either wildtype (control) or AhR-deficient (AhR^KO/KO^) animals. **(B)** KEGG pathway analysis of DEGs from LPS-stimulated BMDMs (selection). Shown are the -log10 p value. Numbers indicate target genes in pathway. **(C)** Venn diagrams of intersections of up- and downregulated DEGs and genes linked with differentially accessible chromatin (DAR) in unstimulated (upper plot) and LPS-stimulated BMDMs (lower plot). **(D)** Heatmap of eicosanoid related genes (ERG) expression of either unstimulated (left) or LPS-stimulated (right) WT and AhR^KO/KO^ BMDMs. **(E)** Venn diagrams of DEGs, DARs and ERGs of either unstimulated (upper plot) or LPS-stimulated (lower plot) BMDMs. Genes in intersection are presented left to Venn diagrams. **(F)** Mean normalized coverage of all downregulated DARs of the intersection identified in **(E)**. **(G)** ATAC seq track of the Ptgs1 gene locus in WT and AhR^KO/KO^ of unstimulated or LPS-stimulated BMDMs. AhR/Arnt binding motif (inlet) of this region in the mouse genome is shown in the lower track. Data are derived from N = 6 animals per group from one experiment.

### Isolation of alveolar macrophages

Alveolar macrophages were isolated and cultured as previously described (33). Briefly, WT C57BL/6J and AhR^KO/KO^ mice were sacrificed and lungs were flushed 9 times with 1 mL of warm PBS (ThermoFisher Scientific, Rockford, IL, USA) containing 0,5% FBS (Sigma Aldrich, St Louis, MO, USA) and 2 mM EDTA (ThermoFisher Scientific). The collected BAL fluid (BALF) was added to a collection tube containing 3 mL RPMI 1640 (ThermoFisher Scientific) with 10% FBS, 1% GlutaMAX (ThermoFisher Scientific), 1% Pyruvate (ThermoFisher Scientific), 1% Penicillin/Streptomycin (ThermoFisher Scientific). After centrifugation, 1.5x10^5^ cells per well were plated in a 96-well plate containing 200 µL of RPMI 1640 with 10% FBS, 1% Penicillin/Streptomycin, 1% GlutaMAX, 1% Pyruvate, 10 ng/mL GM-CSF (Peprotech, Cranbury, NJ, USA) and incubated at 37°C and 5% CO_2_. On day 3 of incubation the medium was exchanged and the cells were stimulated with 10 µg/ml HDM extract (Citeq BV, Groningen, NL) or 97 EU/mL lipopolysaccharide (LPS) (Sigma Aldrich). The amount of LPS was chosen according to the LPS concentration present in the HDM extract. After 24 h of stimulation 5 µM Ca^2+^-ionophore A23187 (Sigma Aldrich) was added for 10 min for complete release of lipid mediators. Supernatants were stored at −80°C for ELISA analysis and cells were lysed with RNA lysis buffer (Zymo Research, Irvine, CA, USA) and stored at -80° until RNA isolation.

### RNA extraction and real-time PCR

Alveolar macrophages or BMDMs were lysed in lysis buffer (Zymo Research) followed by RNA isolation using the Quick-RNA MicroPrep Kit (Zymo Research) according to the manufacturer’s instructions. Isolated RNA was reverse transcribed using a cDNA synthesis kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. Realtime/qPCR was performed using SYBR Green Master Mix (Roche) according to the manufacturer’s instructions. Transcripts were normalized to two housekeeping genes (GAPDH and ß-actin). The relative expression was calculated with the 2^−ΔCT^ method. Primer sequences are listed in **Supplementary Table 1**.

### Quantification of eicosanoids

BMDM supernatants were prepared and analyzed for eicosanoids by LC-MS/MS as previously published (12). Cysteinyl leukotrienes (cysLTs) and prostaglandin E2 (PGE_2_) were quantified using enzyme-linked immunosorbent assay (ELISA) kits (Cayman, Ann Arbor, MI, USA) according to manufacturer’s instructions.

### Western blot

Protein concentration of cell lysate received from bone marrow-derived macrophages (differentiated and treated as described above) was determined by Pierce™ BCA protein assay kit (Thermo Scientific) and diluted in RIPA lysis buffer (ThermoFisher Scientific) to load 45 µg/lane for separation by SDS-PAGE at 120 V (constant) for 1 h on a 10% Tris-Tricine gel. After transferring onto a nitrocellulose membrane (Carl Roth, Karlsruhe, Germany) (1 h at 100mA) blots were blocked for 1 h with 4% (w/v) nonfat dry milk powder (AppliChem, Darmstadt, Germany) in Tris-buffered saline with 0.1% Tween-20 (TBST) (Sigma Aldrich). Membranes were then incubated overnight at 4°C with a diluted polyclonal rabbit antibody against LTC4S (ab91507, dilution 1:300 (Abcam, Cambridge, UK)), 5-LO (a kind gift by Olof Rådmark, Karolinska Institute Stockholm, dilution 1:500) or β-actin (PA1-183, dilution 1:500 (Invitrogen, Carlsbad, CA, USA) in 2% nonfat dry milk powder in TBST (Sigma Aldrich). After washing the membrane 5 times with TBST (Sigma Aldrich), bound antibodies were detected by incubating an alkaline phosphatase-conjugated secondary polyclonal goat anti-rabbit IgG antibody (SAB3700854, dilution 1:5000 (Sigma Aldrich)) in 2% (w/v) nonfat dry milk powder in TBST (Sigma Aldrich) for 1 h at room temperature. The membrane was washed three times with TBST (Sigma Aldrich) and alkaline phosphatase was detected and visualized with BCIP/NBT (AppliChem) substrate. After development the reaction was stopped with ddH_2_O and the membranes were dried and scanned.

### Mouse model of allergic airway inflammation

Mice were sensitized by intranasal (i.n.) instillation of 1 µg house dust mite extract (HDM) of *Dermatophagoides farinae* (Citeq BV) and challenged after one week by daily i.n. instillations of 10 µg HDM extract for 5 consecutive days as previously described (16). Control animals received the same volume of PBS. Mice were sacrificed 72 h after the last HDM challenge. Serum was prepared and stored at -80°C for IgE analysis. BALF was collected and differential cell counts were performed as previously described (34).

### Analysis of total IgE

Aliquots of serum were assayed in duplicates for total IgE using ELISA Kits (EMIGHE, Invitrogen, detection range 0.1-100 ng/ml) following manufacturer’s instructions.

### Histological evaluation

After BAL, the left lobe of the lung was removed, fixed in 4% buffered formalin and embedded in paraffin. 5 µm thick sections were stained with periodic acid–Schiff (PAS). Mucus hypersecretion and inflammatory cell infiltration were graded in a blinded fashion on a scale from 0 to 4, where 0=none; 0.5=very mild; 1=mild; 2=moderate; 3=marked and 4=severe as described in (34).

### Statistics

Data is displayed as mean ± SD. For statistical analysis, Student’s unpaired two-tailed t-test with Welch’s correction or Wilcoxon-Mann-Whitney test was performed using GraphPad Prism 8 (GraphPad Software Inc.). A p value of p < 0.05 was considered statistically significant.

## Results

### Bone marrow-derived macrophages reveal major AhR-dependent differences in gene clusters related to lipid mediator production

Myeloid cell types such as alveolar macrophages are known to synthesize and release a number of lipid mediators upon contact with LPS and allergens which play an important role in pathogenesis but also resolution of inflammation (12). We have previously shown that the absence of AhR triggers an aggravated inflammatory response in both pollen and HDM-induced AAI (16). In order to investigate whether alveolar-like macrophages might be compromised in their lipid mediator synthesis capacity, we differentiated BMDMs from wildtype and AhR-deficient animals in the presence of TGF-β to mimic alveolar-like macrophages (24) and stimulated them with the TLR4 ligand LPS. 

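Gene expression in these BMDMs was measured by RNA sequencing in 4 groups, wildtype and AhR-deficient cells without stimulation and wildtype and AhR-deficient cells after LPS, with 6 libraries per group. The cells were grown with GM-CSF and TGF-β1. LPS was given at 97 EU/ml on day 6 of culture for 24 h, and the treatment protocol lists a final 10 min with a Ca2+ ionophore at 5 µM. The authors deposited the number of fragments they counted on each gene of Ensembl release 98 from uniquely aligned read pairs, without normalization. Between 45106052 and 76992663 fragments per library were counted on genes. The median was 57518972 in unstimulated wildtype, 56100800 in unstimulated AhR-deficient, 56966718 in LPS-stimulated wildtype and 60026353 in LPS-stimulated AhR-deficient BMDMs. Between 17412 and 20989 genes had counts in a library, and the 20 most abundant genes took from 12.0% to 19.5% of a library's counts. Replicates are named by their library numbers, 17 to 40. The labels do not say whether unstimulated and LPS-stimulated cultures came from the same animals, and no pairing was used in any fit. The numbers form 3 runs of 8 consecutive libraries (17 to 24, 25 to 32 and 33 to 40) with 2 libraries of every group in each run, and the labels do not say whether the runs were batches.
Counts were scaled by edgeR's TMM factors, which lay between 0.704 and 1.30, and are given as CPM, the counts per 1000000 counts of the scaled library (mean ± SD, n = 6 libraries). Of 55421 genes, the 16593 kept by edgeR's filter on low counts were tested with its quasi-likelihood F-test, with Benjamini-Hochberg adjustment. As in the paper, DEGs had an adjusted p of at most 0.05 and a fold change of at least 2, which is an absolute log2 fold change of at least 1. Every log2 fold change is AhR-deficient over wildtype unless another comparison is named. For the genes the paper names, an exact two-sided permutation test compared the means of log2(CPM + 0.5) over all arrangements of 6 and 6 libraries, which allows no p below 0.00216, and 24 such tests were made. Where all 6 libraries of a group had no count, a floor of 3 counts over the group stood in for it and the fold is a lower bound. Floors of this kind cover counting error only.
Libraries of the same group differed by more than counting noise in all 60 pairs, with a chi-square per degree of freedom between 16.3 and 1147 over genes with at least 50 counts. The biological coefficient of variation was 49.1%. Much of this spread lay along 1 axis, the first principal component of the residuals from the group means, which took 57.4% of the residual variance. The slope of a library's log2 CPM on log2 gene length ran from −0.36 to 0.25 along this axis, with means of −0.03, 0.18 and −0.15 in the 3 runs. It was not separated by genotype (exact permutation test, two-sided, p = 0.911 without stimulation and p = 0.699 after LPS, both 0.983 after adjustment over 16 tests of library measures).

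**Figure D1:**
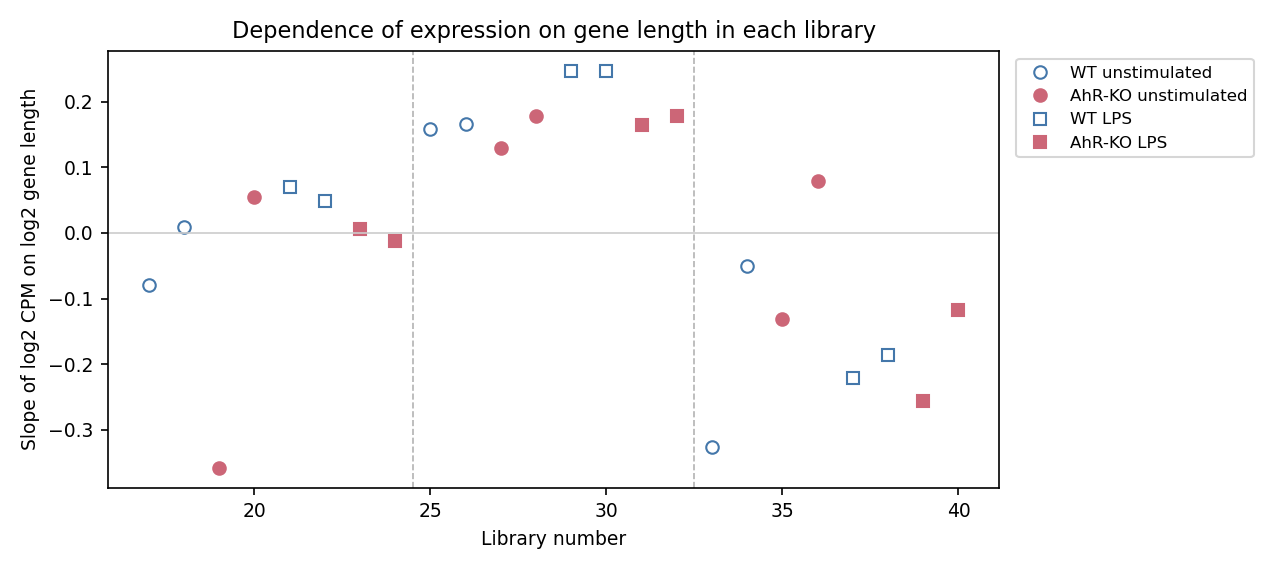
Slope of log2 CPM on log2 gene length (y axis) for each of the 24 libraries by library number (x axis), with AhR-KO for AhR-deficient BMDMs and dashed lines between the 3 runs of numbers. The libraries of the middle run lie between 0.13 and 0.25, while the lowest libraries of both other runs lie at −0.36 and −0.33.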

Bulk RNA sequencing of unstimulated- and LPS-stimulated BMDMs revealed major differences in gene expression profiles according to genotype (**Figure 1A**). 

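The targeted gene itself was counted in every library. Ahr (ENSMUSG00000019256, chromosome 12, 35497974 to 35535038 of mm10) had 28.3 ± 12.2 CPM (SD, n = 6; 9.60 to 43.1) in unstimulated wildtype and 7.42 ± 2.39 CPM (SD, n = 6; 4.74 to 11.0) in unstimulated AhR-deficient BMDMs, a log2 fold change of −1.93 (standard error 0.36, adjusted p = 9.7e-04). After LPS the order was the other way round, with 16.8 ± 7.63 CPM (SD, n = 6; 6.58 to 27.9) in wildtype and 43.1 ± 16.2 CPM (SD, n = 6; 21.5 to 63.8) in AhR-deficient BMDMs, a log2 fold change of 1.36 (standard error 0.35, adjusted p = 0.011). With total library size in place of TMM, the increase after LPS was 1.11 with an adjusted p of 0.057, the highest among its alternatives. In both states 5 of 6 AhR-deficient libraries lay outside the range of wildtype (exact permutation test, two-sided, p = 0.0043 in both, 0.0069 after adjustment over the 24 tests). The differences had the same sign in each of the 3 runs, between −2.33 and −1.34 without stimulation and between 1.08 and 1.68 after LPS on the scale of log2(CPM + 0.5). The gene-level counts cover all exons and do not show which part of the transcript the knockout allele lacks. In BMDMs grown anew, the paper found no detectable Ahr in AhR-deficient cells by quantitative PCR (Supplementary Figure 2A). That method reads a single amplified stretch and not all exons, so the measures are unlike. Ahrr (ENSMUSG00000021575), a target gene of AhR, had the largest decrease of the 6 target genes tested in both states. It fell from 42.3 ± 19.4 to 0.515 ± 0.308 CPM (SD, n = 6) without stimulation and from 64.1 ± 25.3 to 0.213 ± 0.135 CPM (SD, n = 6) after LPS, with log2 fold changes of −6.34 (adjusted p = 1.0e-07) and −8.19 (adjusted p = 4.9e-09). Cyp1b1 fell as well, by log2 fold changes of −3.32 (adjusted p = 0.0053) and −2.61 (adjusted p = 0.014). The median over the 6 target genes was −0.98 without stimulation (camera, adjusted p = 2.7e-04) and −1.68 after LPS (camera, adjusted p = 0.0098). Fisher's exact test did not make the call without stimulation (adjusted p = 0.0504), nor did camera with the length slope as a covariate after LPS (−1.70, adjusted p = 0.051). Among the 6, Ugt1a6a and Ugt1a6b had few counts, 590 and 236 over all libraries. Both share their place in the genome with Ugt1a7c, which had 54580.
Without stimulation there were 744 DEGs between the genotypes, 4.48% of the genes tested, of which 152 were higher and 592 lower in AhR-deficient BMDMs. After LPS there were 1387 DEGs, 8.36% of the genes tested, 360 of them higher and 1027 lower. The 6 and 6 libraries did not overlap for 519 of the 744 and for 795 of the 1387 DEGs. In both states 430 genes were DEGs, against 62.2 that would be shared by chance, and 415 of them changed in the same direction. Among the settings tried, the count without stimulation moved most with the first residual component as a covariate (1115 DEGs) and with a minimum mean of 1 CPM (572 DEGs), and the count after LPS with no minimum fold change (2096 genes). Leaving out any of the 24 libraries gave 669 to 796 DEGs without stimulation and 1245 to 1486 after LPS.

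**Figure D2:**
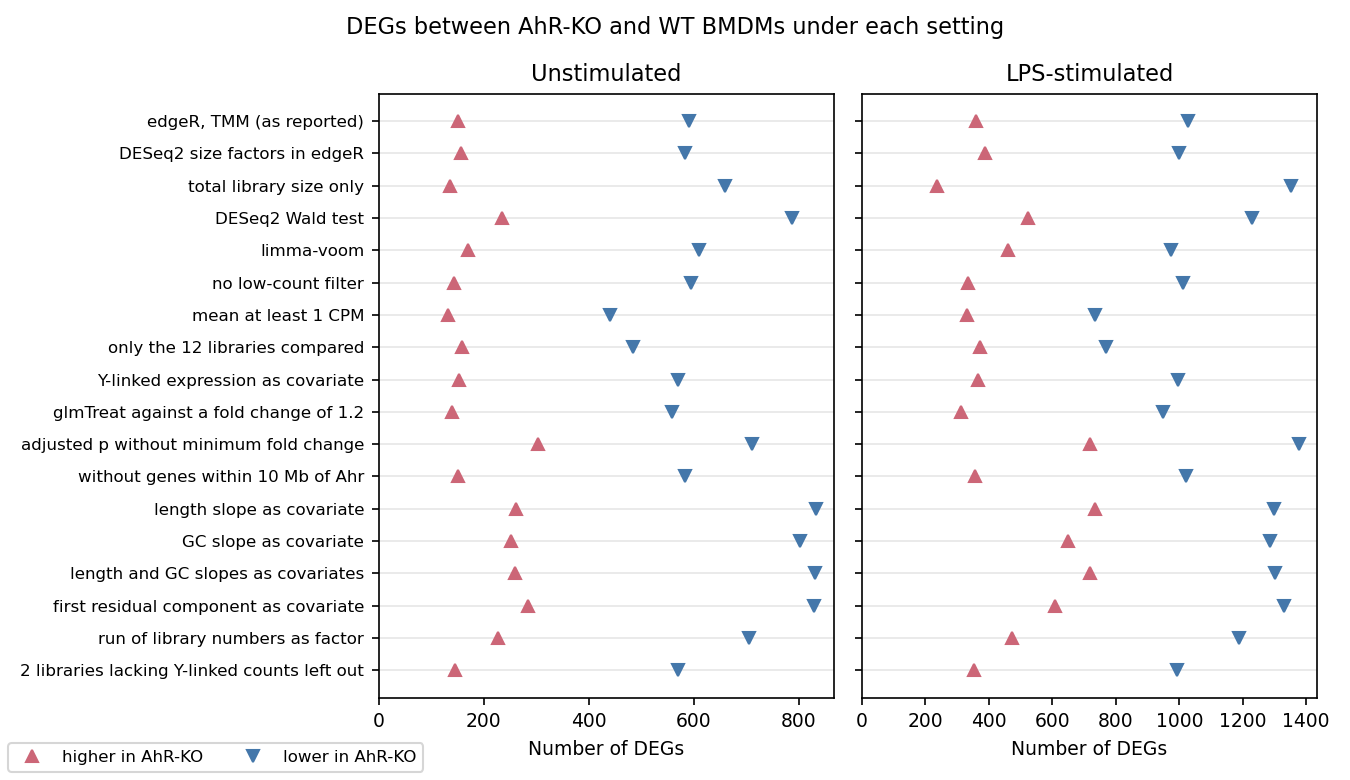
Number of DEGs (x axis) higher (triangles up) and lower (triangles down) in AhR-deficient BMDMs under each setting (y axis), unstimulated and LPS-stimulated. In every setting drawn, more DEGs were lower than higher.

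Among DEGs with a mean of at least 1 CPM over both genotypes and no overlap between the libraries, 392 without stimulation, the largest increases without stimulation were those of Syt7, Ccn4, Anxa8, Wdfy1 and Cyp4a12b. Syt7 rose from 0.0351 to 2.64 CPM (log2 fold change 6.05, adjusted p = 0.0011), a call that limma-voom did not make (adjusted p = 0.12). Ccn4 rose from 0.114 to 4.15 CPM, Anxa8 from 0.144 to 2.90 CPM, Cyp4a12b from 0.245 to 3.29 CPM, and Wdfy1 on chromosome 1 from 3.02 to 50.1 CPM (log2 fold change 4.05, adjusted p = 2.4e-11). The 5 largest decreases by the fitted log2 fold change were in genes without a single count in the 6 AhR-deficient libraries, for which only lower bounds can be given, so their order against genes with a few counts, such as Cd207 (35.4 to 0.0384 CPM), stays open. Tspan8 had 4.99 CPM in wildtype and was at least 651-fold lower, Cd7 had 3.95 CPM and was at least 514-fold lower, Avil had 2.70 CPM and was at least 352-fold lower, Ighg2b had 2.40 CPM and was at least 313-fold lower, and Hic1 had 2.04 CPM and was at least 266-fold lower.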

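After LPS, Alox5 (ENSMUSG00000025701, chromosome 6, 116410077 to 116461178), which encodes 5-LO, had 18.1 ± 9.05 CPM (SD, n = 6) in wildtype and 1.77 ± 0.970 CPM (SD, n = 6) in AhR-deficient BMDMs. Its log2 fold change was −3.35 (standard error 0.42, adjusted p = 4.7e-06) and stayed between −3.58 and −3.09 with each library left out in turn. Ptgs1 (ENSMUSG00000047250, chromosome 2, 36230426 to 36252272), which encodes COX-1, had 28.6 ± 15.4 CPM (SD, n = 6) and 1.74 ± 0.976 CPM (SD, n = 6), a log2 fold change of −4.03 (standard error 0.41, adjusted p = 3.8e-07; −4.29 to −3.74 with a library left out). Ltc4s (ENSMUSG00000020377, chromosome 11, 50236461 to 50238616), the leukotriene C4 synthase gene, had 15.0 ± 5.07 CPM (SD, n = 6) and 1.26 ± 0.894 CPM (SD, n = 6), a log2 fold change of −3.57 (standard error 0.36, adjusted p = 2.6e-07; −4.01 to −3.38 with a library left out). For each of the 3 genes, all 6 AhR-deficient libraries lay below all 6 wildtype libraries (exact permutation test, two-sided, p = 0.0022 each, 0.0047 after adjustment over the 24 tests). In each of the 3 runs of libraries the difference in mean log2(CPM + 0.5) was at least as low as −2.63 for Alox5, −3.52 for Ptgs1 and −3.09 for Ltc4s. By p-value among the 16593 genes tested, Ltc4s ranked 54, Ptgs1 58 and Alox5 148. By the fitted log2 fold change among the 1027 lower DEGs, Ptgs1 ranked 198, Ltc4s 252 and Alox5 287.
Among the 629 DEGs after LPS with a mean of at least 1 CPM and no overlap between libraries, the largest decreases by the fitted log2 fold change were those of Il22, Gm8221, Apol7c, Ripk4 and Gcsam. Il22 had 11.1 CPM, Ripk4 4.63 CPM and Gcsam 4.09 CPM in wildtype and no count in the 6 AhR-deficient libraries, where they were at least 1098-fold, 457-fold and 404-fold lower, and by these bounds their place among the largest decreases stays open. Gm8221 fell from 71.3 to 0.0235 CPM and Apol7c from 335 to 0.121 CPM. The largest increases were in Il33, Iqch, Gm28710 (ENSMUSG00000109903), Wdfy1 and Slc26a4. Il33 rose from 4.03 ± 1.62 to 162 ± 31.1 CPM (SD, n = 6), a log2 fold change of 5.33 (adjusted p = 5.9e-08). Iqch rose from 0.0702 to 2.28 CPM in a place of the genome that the annotation shares with Gm6257, Gm28710 from 0.0743 to 2.58 CPM, Wdfy1 from 6.20 to 156 CPM, and Slc26a4, which lies 3.94 Mb from Ahr, from 0.682 to 13.6 CPM.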

Among other genes, AhR-deficient BMDMs showed reduced expression of *ALOX5*, *PTGS1* and *LTC4S* among the most differentially expressed genes (DEGs) between AhR-deficient and control BMDMs after LPS stimulation (**Figure 1A**, arrows). We then performed pathway analysis with the DEGs from these samples and noticed that pathways such as lipid metabolic pathways and tryptophan metabolism were significantly reduced in AhR-deficient BMDMs (**Figure 1B**). 

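The direction of these pathways was read from lists of genes drawn up from general knowledge of each pathway, since the pathway software's own terms and background are not in the deposited counts. Each list was tested with limma's camera, two-sided, over 17 lists. Of 13 genes of tryptophan breakdown, 10 were tested. The list is named after the kynurenine pathway, the main route, and also holds Il4i1, which acts outside that route. The median log2 fold change of the 10 tested genes after LPS was −1.14 (camera, adjusted p = 0.0116), with 5 lower and 5 higher. Of these, 4 were DEGs, all lower, and 5 passed when adjusted over the list alone. The call was not made with a correlation between genes estimated for the list (adjusted p = 0.051) or with the length slope as a covariate (−1.19, adjusted p = 0.079), and it was made by fry (adjusted p = 1.5e-07) and by Fisher's exact test on the DEGs (adjusted p = 0.016). Over the other alternatives and all libraries left out in turn, it stayed. Kmo fell from 83.7 ± 37.0 to 0.611 ± 0.368 CPM (SD, n = 6), a log2 fold change of −7.09 (adjusted p = 3.2e-09). Haao fell from 13.1 to 0.283 CPM (−5.50, adjusted p = 9.3e-08), Il4i1 from 240 to 43.7 CPM (−2.46, adjusted p = 0.0107) and Ido1 from 2.19 to 0.101 CPM (−4.38, adjusted p = 4.7e-04). Without stimulation the median of the list was −2.25, or −1.93 with Ido1 and Ido2, which had no count in AhR-deficient BMDMs, at their lower bounds (camera, adjusted p = 2.7e-05, 8 of 10 lower, 4 DEGs, 6 adjusted over the list alone).
The lists of lipid metabolism moved apart. All 20 genes of cholesterol biosynthesis were tested, and after LPS their median was −0.92 (camera, adjusted p = 2.6e-12), with 18 lower and 10 of them DEGs, among them Hmgcs1 (−1.34), Sqle (−1.64) and Cyp51 (−2.07). Without stimulation the same list had a median of 0.23 (camera, adjusted p = 6.3e-06), with 19 of 20 higher. None of the 20 was a DEG without stimulation in edgeR, DESeq2 or limma-voom, since the 3, 4 and 4 genes with an adjusted p of at most 0.05 (7, 7 and 8 at an unadjusted p of at most 0.05) stayed below the minimum fold change, and Fisher's exact test made no call (adjusted p = 1). Of 24 genes of fatty acid synthesis 22 were tested, with a median of −0.25 after LPS (camera, adjusted p = 0.138) and 4 lower DEGs, and 0.23 without stimulation (camera, adjusted p = 0.399). Of 33 genes of sphingolipid metabolism 27 were tested, with a median of −0.05 after LPS (camera, adjusted p = 0.354), where the mean of 0.07 and the test had the other sign, and 0.06 without stimulation (camera, adjusted p = 0.131).

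**Figure D3:**
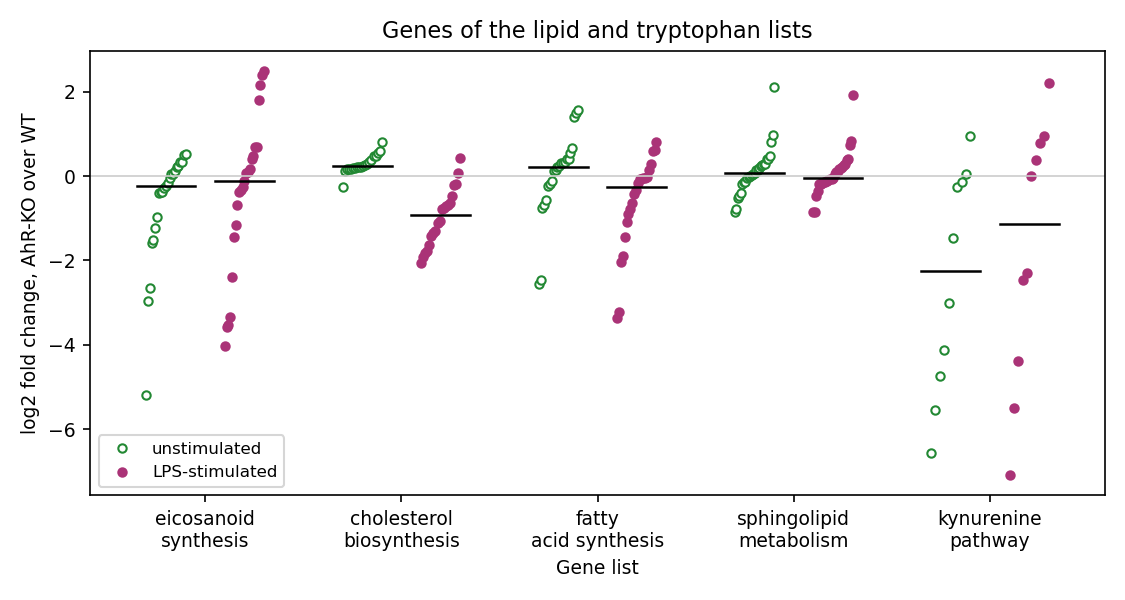
Log2 fold change, AhR-deficient over wildtype (y axis), of each tested gene of 5 lists (x axis) in unstimulated (open circles) and LPS-stimulated BMDMs (filled circles), with lines at the medians. The medians of cholesterol biosynthesis lie at 0.23 without stimulation and −0.92 after LPS.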

Besides external sources, tryptophan metabolism is known as the primary cell-intrinsic pathway to generate AhR ligands (35). Together, these data suggest that AhR activity may regulate lipid mediator synthesis in alveolar-like macrophages.

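A list of 29 genes of eicosanoid synthesis, of which 23 were tested, had a median log2 fold change of −0.11 after LPS (camera, adjusted p = 0.229), with 12 lower, and of −0.23 without stimulation (camera, adjusted p = 0.0563), with 14 lower. The list as a whole was thus not called by camera in either state in the main fit, nor with an estimated correlation (adjusted p = 0.482 and 0.273). Without stimulation, camera called it in the fit of the 12 libraries compared (−0.21, adjusted p = 0.013). It did so too without replicate 19, 25 or 26 (adjusted p between 0.019 and 0.044). In both states the list was called by fry, which tests the mean change of the list in a shared direction without reference to other genes (adjusted p = 0.0023 and 0.0058), and by Fisher's exact test on the DEGs (adjusted p = 0.0012 and 0.0445). After LPS, 8 of its genes were DEGs, 6 lower and 2 higher, and 9 passed when adjusted over the list alone. The lower genes beside those the paper names were Mgst2, which fell from 128 to 24.6 CPM (log2 fold change −2.38, adjusted p = 9.2e-04), and Ggt5 (log2 fold change −1.45, adjusted p = 4.7e-04). Without stimulation, 4 of the genes were DEGs, all lower, and the same number passed when adjusted over the list alone. Of 10 tested receptor genes for eicosanoids, the median was −0.24 after LPS (camera, adjusted p = 0.638) and 0.04 without stimulation (camera, adjusted p = 0.399), where the mean of −0.49 and the test had the other sign. From the reduced expression of Alox5, Ptgs1 and Ltc4s and the reduced pathways of lipid and tryptophan metabolism, the paper proposes that AhR activity may regulate the synthesis of lipid mediators in alveolar-like macrophages.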

In parallel to RNA sequencing, we performed ATAC sequencing to investigate the chromatin accessibility and determined differential accessible regions (DARs). We then systematically compared gene expression and chromatin accessibility from the same samples (**Figure 1C**). 149 and 277 genes with increased expression (DEGup in **Figure 1C**) were associated to regions with increased chromatin accessibility (DARup) in unstimulated and LPS-stimulated AhR-deficient BMDMs, respectively. By contrast, 339 and 610 genes with decreased expression (DEGdown) were associated to regions with decreased chromatin accessibility (DARdown) in unstimulated and LPS-stimulated AhR-deficient BMDMs, respectively. Many more genes showed either selective regions with differential chromatin accessibility or gene expression profiles according to genotype. We therefore focused on a cluster of curated eicosanoid relevant genes (ERGs) (**Figure 1E**). Indeed, a cluster of these genes was significantly downregulated in AhR-deficient BMDMs (*ALOX5*, *LTC4S*, *HPGDS*, *PTGS1*) irrespective of whether BMDMs have been stimulated or not while few genes showed a stronger expression in AhR-deficient BMDMs upon LPS stimulation (*PTGIS*, *ALOX12*, *PTGS2*) (**Figure 1D**, black boxes). 

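Without stimulation, Alox5 had 181 ± 53.4 CPM (SD, n = 6) in wildtype and 63.4 ± 15.2 CPM (SD, n = 6) in AhR-deficient BMDMs, a log2 fold change of −1.51 (standard error 0.38, adjusted p = 0.0151; −1.67 to −1.41 with a library left out). The lowest wildtype library, replicate 33, had 76.7 CPM, and all 6 AhR-deficient libraries lay below it. Ptgs1 had 234 ± 61.0 CPM (SD, n = 6) and 36.9 ± 8.78 CPM (SD, n = 6), a log2 fold change of −2.66 (standard error 0.38, adjusted p = 5.1e-05). Ltc4s had 40.5 ± 4.02 CPM (SD, n = 6) and 20.8 ± 3.89 CPM (SD, n = 6), a log2 fold change of −0.96 (standard error 0.32, adjusted p = 0.088), so that it was not a DEG in unstimulated BMDMs by the threshold of the paper. Its adjusted p lay between 0.0021 and 0.166 over the alternatives, and only the fit with the runs as a factor called it (log2 fold change −1.0, adjusted p = 0.0072). All 6 AhR-deficient libraries were nevertheless below all 6 wildtype libraries for Ltc4s, as for Alox5, Ptgs1 and Hpgds (exact permutation test, two-sided, p = 0.0022 each). Hpgds (ENSMUSG00000029919, chromosome 6, 65117293 to 65144908) had 32.4 ± 11.5 CPM (SD, n = 6) and 0.882 ± 0.354 CPM (SD, n = 6) without stimulation, a log2 fold change of −5.20 (standard error 0.53, adjusted p = 5.9e-07). After LPS it had 4.63 ± 3.21 CPM (SD, n = 6) and 0.401 ± 0.282 CPM (SD, n = 6), a log2 fold change of −3.53 (standard error 0.50, adjusted p = 2.4e-05). Within each of the 3 runs these 4 genes were lower in AhR-deficient BMDMs in both states, and the smallest of these differences was −0.80 in log2(CPM + 0.5), for Ltc4s without stimulation.
Whether the decrease differed between the states was tested by the interaction of genotype and LPS. It was larger after LPS for Ltc4s, by −2.61 on the log2 scale (adjusted p = 0.0014 in edgeR). For Alox5 it was −1.84 (adjusted p = 0.0554), past the threshold under DESeq2 (−1.83, adjusted p = 0.016), in the 5 fits with a covariate or factor for the length slope, GC slope, both slopes, residual component or run (adjusted p between 0.0011 and 0.0105), and without both libraries that lack Y-linked counts (−2.02, adjusted p = 0.034), as it was without replicate 19, 31, 37 or 38 (adjusted p between 0.021 and 0.047). For Ptgs1 it was −1.37 (adjusted p = 0.178), past the threshold in the same 5 covariate and factor fits (−1.47 to −1.30, adjusted p between 0.021 and 0.041), and for Hpgds 1.67 (adjusted p = 0.197).
Ptgis (ENSMUSG00000017969, chromosome 2, 167191805 to 167240604) was counted at 0.107 ± 0.101 CPM (SD, n = 6) in wildtype and 0.565 ± 0.305 CPM (SD, n = 6) in AhR-deficient BMDMs after LPS, a log2 fold change of 2.40 (standard error 0.88, adjusted p = 0.081). In 5 of 6 AhR-deficient libraries it was above all wildtype libraries (exact permutation test, two-sided, p = 0.0043). The increase was past the threshold in 9 of 15 alternatives, DESeq2 among them (2.44, adjusted p = 0.022), and without the unstimulated wildtype replicate 34 (2.39, adjusted p = 0.027). Without stimulation it had 1.74 ± 2.91 CPM (SD, n = 6) in wildtype, of which replicate 34 alone had 7.66 CPM, and 0.220 ± 0.131 CPM (SD, n = 6) in AhR-deficient BMDMs. That decrease of −2.97 (standard error 0.85, adjusted p = 0.0367) was −1.34 without replicate 34 (adjusted p = 0.445), and it also lost the threshold without replicate 19, 20, 27, 28 or 36 (−3.06 to −2.78, adjusted p between 0.061 and 0.091), under limma-voom (−1.80, adjusted p = 0.33), in the fit of the 12 libraries compared (−2.94, adjusted p = 0.10), with the Y-linked genes as a covariate (−1.61, adjusted p = 0.32) and without both libraries that lack Y-linked counts (−1.34, adjusted p = 0.46). Alox12 (ENSMUSG00000000320, chromosome 11, 70241457 to 70255353) had 1.45 ± 0.368 CPM (SD, n = 6) and 6.54 ± 2.61 CPM (SD, n = 6) after LPS, a log2 fold change of 2.17 (standard error 0.56, adjusted p = 0.0107), with all 6 AhR-deficient libraries above wildtype. Without stimulation it was near the floor of the counts, at 0.0203 and 0.0267 CPM, and a difference was not detectable at this depth. Ptgs2 (ENSMUSG00000032487, chromosome 1, 150100031 to 150108227) had 560 ± 190 CPM (SD, n = 6) in wildtype and 3153 ± 2232 CPM (SD, n = 6) in AhR-deficient BMDMs after LPS, a log2 fold change of 2.49 (standard error 0.42, adjusted p = 2.1e-04).

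**Figure D4:**
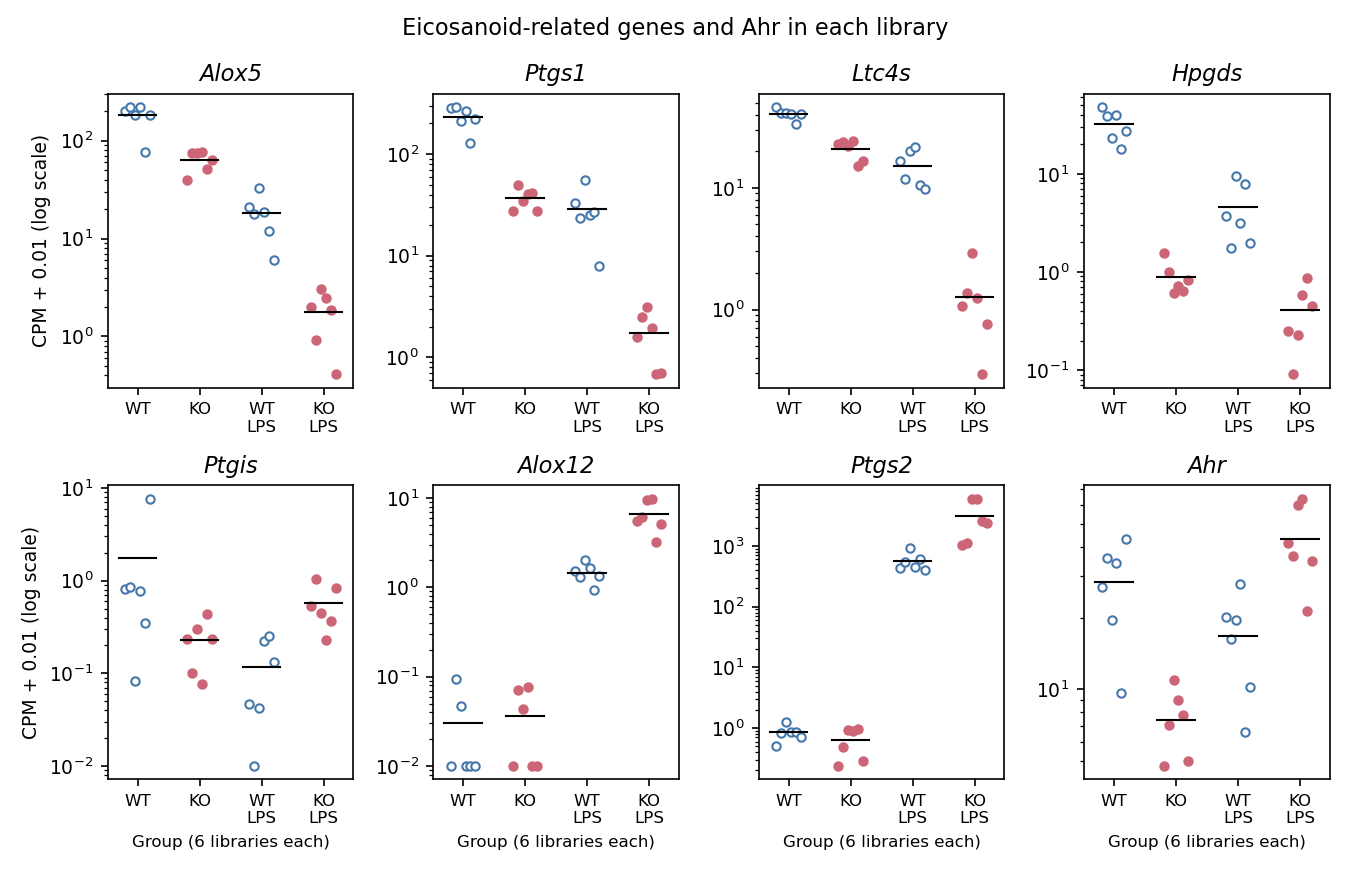
CPM of 7 genes of eicosanoid synthesis and Ahr in each library (y axis, log scale, 0.01 added to every CPM) by group (x axis), with AhR-KO for AhR-deficient BMDMs and black lines at the means. For Alox5, Ptgs1, Ltc4s and Hpgds, all 6 AhR-deficient libraries lie below the 6 wildtype libraries in both states.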

Interestingly, elevated induction of COX-2 expression (encoded by *PTGS2*) has already been observed in an AhR-deficient cell line of alveolar type 2 epithelial cells (17). 

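Of the eicosanoid relevant genes that the paper names, Ptgs1, Alox5, Hpgds, Ptger3 and Ptgis were DEGs in unstimulated BMDMs, and Ptgs1, Alox5, Ltc4s, Hpgds, Ptger3, Ptgs2 and Alox12 in LPS-stimulated BMDMs. Ptger3 (ENSMUSG00000040016, chromosome 3, 157566892 to 157645888), a receptor gene for prostaglandin E2, had 8.12 ± 2.29 CPM (SD, n = 6) in unstimulated wildtype and 0.219 ± 0.208 CPM (SD, n = 6) in unstimulated AhR-deficient BMDMs, a log2 fold change of −5.18 (standard error 0.74, adjusted p = 4.6e-05), with all AhR-deficient libraries below wildtype. After LPS it had 0.679 ± 0.274 CPM (SD, n = 6) and 0.140 ± 0.135 CPM (SD, n = 6), a log2 fold change of −2.29 (standard error 0.70, adjusted p = 0.0308). This call was lost without the wildtype replicate 21 (−2.08, adjusted p = 0.073) and without the AhR-deficient replicates 23, 24, 31 or 40 (−2.21 to −2.06, adjusted p between 0.065 and 0.073). Cysltr2 (ENSMUSG00000033470, chromosome 14, 73025603 to 73049114), a receptor gene for cysteinyl leukotrienes, had 6.22 ± 4.88 CPM (SD, n = 6) and 11.7 ± 5.29 CPM (SD, n = 6) after LPS, a log2 fold change of 0.91 (standard error 0.45, adjusted p = 0.231; exact permutation test, two-sided, p = 0.065, 0.087 after adjustment). It was a DEG with the GC slope, the residual component or the runs in the fit (1.00, 1.11 and 1.07, adjusted p = 0.0068, 0.0020 and 0.034), without both libraries that lack Y-linked counts (1.37, adjusted p = 0.048) and without the wildtype replicate 38 (1.37, adjusted p = 0.041). Without stimulation Cysltr2 differed by −0.12 (adjusted p = 1), with 1.95 and 1.79 CPM. Ltb4r1 (ENSMUSG00000046908, chromosome 14, 55765962 to 55768494), a leukotriene B4 receptor gene, had 12.9 ± 3.53 CPM (SD, n = 6) and 7.67 ± 2.84 CPM (SD, n = 6) after LPS, a log2 fold change of −0.75 (standard error 0.26, adjusted p = 0.067; exact permutation test, two-sided, p = 0.013, 0.0195 after adjustment). It was a DEG under none of the settings, in which its log2 fold change lay between −0.96 and −0.60. Beyond the genes named in the paper, the prostacyclin receptor gene Ptgir (ENSMUSG00000043017) rose without stimulation from 19.0 ± 6.59 to 49.6 ± 16.8 CPM (SD, n = 6), a log2 fold change of 1.39 (adjusted p = 0.025). This call was lost with total library size (1.30, adjusted p = 0.082), with Y-linked expression as a covariate (1.32, adjusted p = 0.053) and without replicate 18, 20, 28, 33, 34 or 36 (1.23 to 1.39, adjusted p between 0.052 and 0.061).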

We then searched for ERGs that showed differential expression and an association to differential chromatin accessibility and identified the enzymes 5-LO (*ALOX5*) and COX-1 (*PTGS1*) as two of the few genes fitting to this definition (**Figure 1E**). Overall, the mean normalized ATAC-seq coverage of downregulated DARs associated to differentially expressed ERGs (the intersection in **Figure 1E**) revealed a two- to threefold reduction in AhR-deficient BMDMs (**Figure 1F**). For instance, the *PTGS1* locus contains 4 intervals in which the AhR-deficient BMDMs displayed a significantly lower chromatin accessibility (**Figure 1G**). Importantly, one DAR associated to the *PTGS1* gene contained two AhR/Arnt motifs (**Figure 1G** inlet) suggesting a direct regulation of *PTGS1* expression by AhR. Thus, the AhR transcription factor regulates a number of genes involved in lipid mediator synthesis in part by regulating by chromatin accessibility.

### AhR-deficient macrophages have an altered lipid mediator profile

Next, we wanted to confirm the expression patterns of enzymes involved in eicosanoid biosynthesis in AhR-sufficient and AhR-deficient BMDMs. Indeed, AhR-deficient BMDMs showed consistently reduced expression of the microsomal prostaglandin E Synthase-1 mPGES-1 (*PTGES*), COX-1 (*PTGS1*), 5-LO (*ALOX5*) and LTC4S (*LTC4S*) even in unstimulated cells compared to WT BMDMs (**Figure 2A**). As innate immune stimulatory agents such as LPS are often considered as one of the factors influencing the atopic potential during allergen exposure (36, 37) and we have previously observed enhanced allergic airway inflammation in AhR-deficient animals upon HDM exposure (16), we next tested whether LPS and HDM stimulation of BMDMs mitigates these AhR-dependent differences in gene expression. As expected, BMDM stimulation with LPS or HDM affected the expression of the aforementioned genes, but the AhR-dependent differences in gene expression were overall maintained (**Figure 2B**; **Supplementary Figure 1A**). Moreover, we confirmed higher levels of LTC4S and in tendency for 5-LO in LPS-stimulated BMDMs of WT mice by western blot analysis (**Figure 2C**, LTC4S detected as trimer (38, 39)). In order to test the functional consequences for eicosanoid production, we profiled these samples for a panel of 15 lipid mediators by liquid chromatography coupled to mass spectrometry (LC-MS/MS) after short term stimulation with ionophore to trigger maximal release of eicosanoids. Indeed, we found reduced amounts of prostanoids (PGD_2_, PGE_2_ and TBX_2_) and leukotrienes (LTB_4_, LTC_4_, LTD_4_ and LTE_4_) which was again obvious in unstimulated and LPS stimulated BMDMs (**Figures 2D, E**; complete results in **Supplementary Figure 1B**). Moreover, synthesis of the LOX-derived hydroxyeicosatetraenoic acids 5-HETE and 15-HETE was significantly lower in AhR-deficient BMDMs whereas 12-HETE was not affected (**Supplementary Figure 1B**), possibly due to compensatory upregulation of *ALOX12* (**Figure 1D**). The levels of arachidonic acid did not show a AhR-dependent profile suggesting that AhR regulates lipid mediator production in macrophages downstream of phospholipase A_2_ (**Supplementary Figure 1B**). Finally, we also quantified PGE_2_ and cysLT levels by an enzyme-linked immunosorbent assay. Indeed, cysLT levels were significantly reduced in unstimulated AhR-deficient BMDM cultures (**Figure 2F**). As expected, LPS and HDM stimulation of BMDMs strongly induced PGE_2_ production but similar to cysLTs, this response was greatly attenuated in AhR-deficient BMDMs (**Figure 2G**; **Supplementary Figure 1C**). Altogether, these results identify the AhR as a positive regulator of major prostanoids and leukotrienes in macrophages.

**Figure 2:**
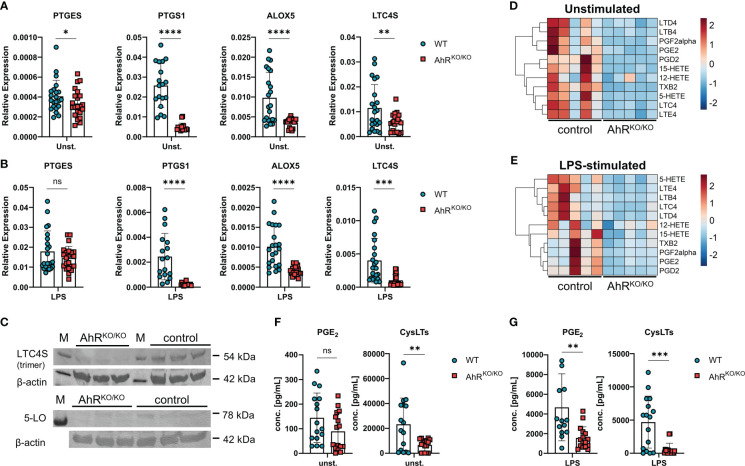
Impaired generation of prostanoids and cysteinyl leukotrienes in AhR-deficient macrophages. **(A)** Relative expression of *PTGES*, *PTGS1*, *ALOX5 and LTC4S* of unstimulated wildtype (WT) and AhR-deficient (AhR^KO/KO^) BMDMs. Data are derived from N = 22 animals per group from four independent experiments. **(B)** Relative expression of *PTGES*, *PTGS1*, *ALOX5 and LTC4S* of LPS-stimulated WT and AhR^KO/KO^ BMDMs. Data are derived from N = 22 animals per group from four independent experiments. **(C)** Western blot analysis of LTC4S (upper plot) and 5-LO (lower plot) of N = 3 biological triplicates of WT (control) and AhR^KO/KO^ BMDMs. Detection of β-actin in the same plot is shown below. **(D, E)** LC-MS/MS measurement of selected lipid mediators from BMDMs left either unstimulated or treated with LPS as in **(B)** Data are derived from N = 5 animals per group from two independent experiments. **(F, G)** Enzyme-linked immunosorbent (EIA) measurement for PGE_2_ (left plot) or total cysteinyl leukotrienes (cysLTs) (right plot) from unstimulated **(F)** or LPS-stimulated **(G)** WT and AhR^KO/KO^ BMDMs. Data are derived from N = 16 animals per group from four independent experiments. Each dot represents the result of an individual mouse and statistical significance was assessed with unpaired student’s t-test and p values of <0.05 were considered statistically significant. ns = not significant, *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

### Altered lipid mediator profile in AhR-dependent BMDMs is related to AhR activity and independent of stimulus

So far, our results indicate a major role of the transcription factor AhR for the regulation of gene clusters associated to eicosanoid biosynthesis. In order to proof these findings and to exclude the possibility that the observed effect is due to altered myeloid differentiation in the absence of AhR (40), we employed the AhR antagonist CH-223191 to block AhR activity in wildtype BMDMs either just during restimulation with LPS or HDM (day 6) or throughout BMDM differentiation (day 0). Again, we found a modest reduction of *PTGES* expression in HDM stimulated BMDMs treated with the AhR antagonist which was not seen upon LPS stimulation (**Figure 3A**). However, *PTGS1* and *ALOX5* showed a reduced expression in CH-223191-treated cultures irrespective of whether BMDMs had been treated just prior to stimulation or throughout BMDM differentiation. For *LTC4S*, the expression pattern was more diverse and inhibition of AhR resulted only in a reduced expression when BMDMs were treated throughout differentiation (**Figure 3A**). AhR inhibitor treatment throughout the culture period also functionally affected eicosanoid biosynthesis because AhR antagonist treated BMDMs produced less PGE_2_ after HDM or LPS stimulation and reduced amounts of cysLTs already at baseline (**Figure 3B**). When BMDMs were treated with the AhR inhibitor just prior to stimulation on day 6, lower levels of PGE_2_ were released upon HDM or LPS stimulation whereas cysLTs were reduced only upon LPS stimulation (**Figure 3B**). Thus, blocking AhR activity by either using genetic AhR deficient cells (**Figure 2**) or by inhibiting AhR with a chemical antagonist (**Figure 3**) both resulted in a strong reduction of PGE_2_ and cysLTs synthesis in stimulated alveolar-like macrophages. Despite slight differences in the magnitude, AhR inhibition just prior to stimulation recapitulated the effect of AhR-deficient BMDMs suggesting a direct role for the AhR for the regulation of ERGs beyond possible effects on myeloid differentiation.

**Figure 3:**
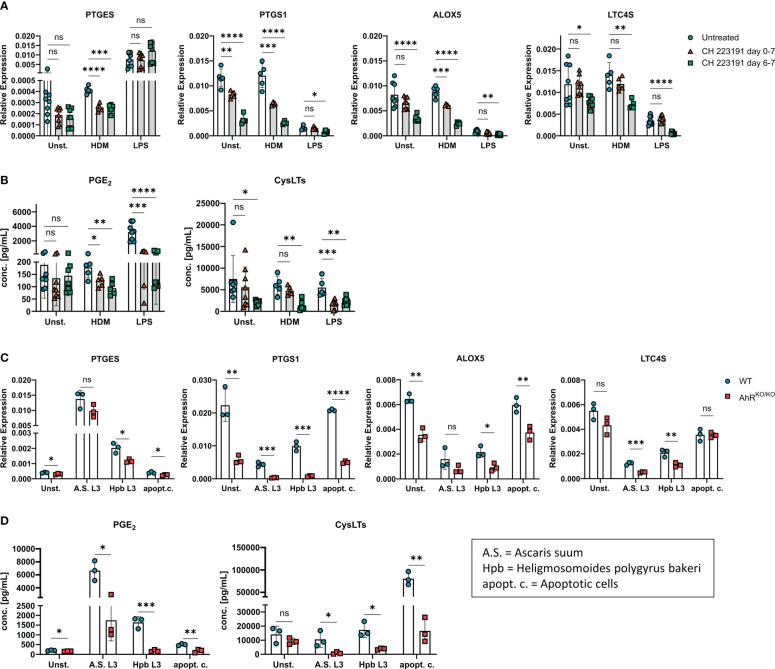
AhR inhibitor treatment recapitulates AhR-dependent effects on eicosanoids. **(A, B)** WT BMDMs were either treated just prior to HDM or LPS stimulation (day 6-7, green squares) or from day 0 onwards throughout BMDM differentiation (day 0-7, red triangles) with the AhR inhibitor CH-223191. Untreated WT BMDMs were used as control (blue circles). **(A)** Relative expression of *PTGES*, *PTGS1*, *ALOX5 and LTC4S* of unstimulated, HDM-stimulated or LPS-stimulated BMDMs are shown. **(B)** EIA measurement of PGE_2_ (left) and total cysLTs (right) from the samples in A. Data are derived from N = 5-8 animals per group from two independent experiments. **(C, D)** WT or AhR^KO/KO^ BMDMs were either unstimulated or stimulated with parasite extracts from *Ascaris suum* (A.S. L3), *Heligmosomoides polygyrus bakeri* (Hpb L3) or with apoptotic cells (apopt.c.), respectively. Relative expression of *PTGES*, *PTGS1*, *ALOX5 and LTC4S* and concentrations of PGE_2_ (left) and total cysLTs (right) **(D)** are shown. Data show pooled results of one representative experiment **(C, D)** with N = 3 animals per group. Each dot represents the result of an individual mouse and statistical significance was assessed with unpaired student’s t-test and p values of <0.05 were considered statistically significant. ns = not significant, *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

As LPS is typically contained in low amounts in HDM extracts, we next sought to determine whether other stimuli are able to evoke or maintain a similar AhR-dependent effect on PGE_2_ and cysLTs. To this end, we stimulated either wildtype or AhR-deficient BMDM cultures with parasites extracts of *Ascaris suum* (L3 larvae) or *Heligmosomoides polygyrus bakeri* (L3 larvae) both of which have been shown to influence lipid mediator production in macrophages (11, 41). Moreover, we also employed apoptotic cells as a stimulus because the uptake of apoptotic bodies by macrophages has been linked to activation of the AhR pathway (42). Stimulation of BMDMs with both parasite extracts maintained reduced *PTGS1* and *LTC4S* expression in AhR-deficient BMDMS, while only stimulation with Hpb extract resulted in reduced *PTGES* and *ALOX5* in AhR-deficient BMDMs when compared to WT BMDMs (**Figure 3C**). Stimulation of BMDMs with apoptotic cell bodies equally showed an AhR-dependent expression of *PTGES*, *PTGS1* and *ALOX5* (**Figure 3C**). Moreover, all stimulations resulted in a reduced synthesis of PGE_2_ and total cysLTs in AhR-deficient BMDMs (**Figure 3D**). Altogether, these results strongly suggest that the AhR is a major rheostat for macrophages’ ability to generate PGE_2_ and cysLTs. This ability is already compromised in unstimulated macrophages devoid of AhR signaling and amplified in activated macrophages but essentially independent of the macrophage’s activation signal.

### Alveolar macrophages show AhR-dependent regulation of eicosanoids *ex vivo*

Even though BMDMs are a useful cellular tool to study basic properties of macrophages, they cannot fully recapitulate the differentiation and specific tissue adaptations of macrophages *in vivo*. Therefore, we sought to verify AhR-dependent regulation of eicosanoid biosynthesis directly in alveolar macrophages (**Figure 4A**). Noteworthy, *ex vivo*-isolated AhR-deficient alveolar macrophages readily showed reduced expression of *PTGS1*, *ALOX5* and *LTC4S* without stimulation (**Figure 4A**). This reduced expression pattern was maintained in AhR-deficient alveolar macrophages upon HDM stimulation suggesting a possible role for the AhR-eicosanoid axis of aeroallergen-stimulated macrophages (**Figure 4B**). Lastly, we also measured total PGE_2_ and cysLTs release from these cultures after ionophore treatment. While we observed a trend for reduced production of PGE_2_, AhR-deficient macrophages produced only half the amount of cysLTs in unstimulated cultures (**Figure 4C**). Even upon HDM stimulation AhR-deficient macrophages continued to produce significantly less cysLTs (**Figure 4D**). Altogether, these results suggest that AhR activity plays a regulatory role in the production of cysLTs also in primary alveolar macrophages.

**Figure 4:**
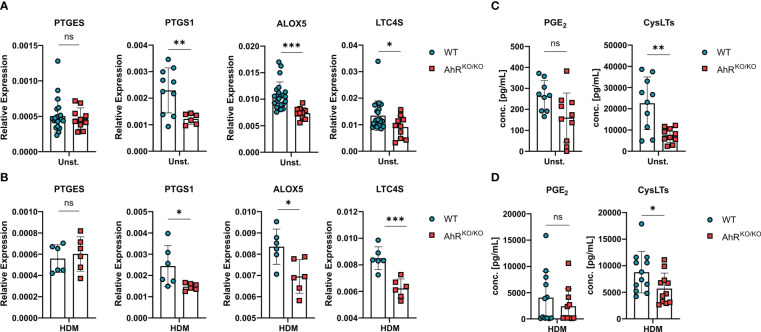
Eicosanoid production is also impaired in AhR-deficient alveolar macrophages. **(A, B)** Ex-vivo-isolated alveolar macrophages of either WT or AhR^KO/KO^ mice were either left untreated or stimulated with HDM and analyzed for gene expression and release of lipid mediators. Relative expression of *PTGES*, *PTGS1*, *ALOX5 and LTC4S* in alveolar macrophages with of the indicated genotype without **(A)** or after HDM stimulation **(B)**. Data are derived from N = 10-22 animals per group from five independent experiments. **(C, D)** PGE_2_ and total cysLTs levels of alveolar macrophages without **(C)** and with HDM stimulation **(D)**. Each dot represents the result of an individual mouse. Data show pooled results of two independent experiments with N = 12 animals per group. Each dot represents the result of an individual mouse and statistical significance was assessed with unpaired student’s t-test and p values of <0.05 were considered statistically significant. ns = not significant, *p<0.05, **p<0.01, ***p<0.001.

### Hematopoietic expression of AhR is required to prevent exacerbation of HDM-induced AAI

The results outlined above and previous work from our groups indicate that HDM evokes robust eicosanoid production in alveolar macrophages (12, 43). Furthermore, monocyte-derived macrophages and alveolar macrophages of asthmatic individuals as well as alveolar-like BMDMs of HDM-challenged mice synthesize more cysLTs compared to cells from non-allergic controls (43, 44). We have previously shown that AhR-deficient animals show an exacerbated airway inflammation upon HDM challenge (16). Here, we sought to investigate whether AhR expression in macrophages is sufficient to prevent this exacerbation of the allergic response. Therefore, we crossed LysM^Cre^ and Vav^Cre^ mice with animals harboring floxed alleles of exon 2 of the AhR gene to ablate AhR expression in either LysM-expressing macrophages, monocytes and neutrophils (LysM^Cre^) or all hematopoietic cells (Vav^Cre^), respectively, and subjected these animals to an established HDM model to elicit allergic airway inflammation (**Figure 5A**). Interestingly, Vav^Cre^ x AhR^flox/flox^ animals but not LysM^Cre^ x AhR^flox/flox^ animals showed elevated IgE levels (**Figure 5B**), elevated total cell counts in the bronchoalveolar lavage (BALF) (**Figure 5C**) and higher lymphocyte and eosinophil cell counts when compared to control animals (**Figure 5D**). Strikingly, LysM^Cre^ x AhR^flox/flox^ animals did not show this pattern which prompted us to investigate the recombination efficiency in alveolar-like BMDMs of these animals. Moreover, histological analysis of HDM-treated Vav^Cre^ x AhR^flox/flox^ animals revealed a stronger cellular infiltration and a tendency for enhanced mucus production (**Figures 5E–G**). To investigate potential differences in recombination efficiencies of Vav^Cre^ and LysM^Cre^ lines, we generated again alveolar-like BMDMs and measured *AhR* expression. As expected, *AhR* expression could not be detected in BMDMs of full AhR-deficient or Vav^Cre^ x AhR^flox/flox^ animals (**Supplementary Figure 2A**). However, alveolar-like BMDMs of LysM^Cre^ x AhR^flox/flox^ animals showed only a reduction of AhR expression by approximately 80%. Moreover, the expression of *PTGES*, *ALOX5* and *LTC4S* did not reveal a comparable reduction in expression levels compared to full AhR-knockout BMDMs (**Supplementary Figure 2B**). Finally, we stimulated BMDMs of Vav^Cre^ x AhR^flox/flox^ animals with HDM and LPS and measured the expression of *PTGES*, *ALOX5* and *LTC4S*. We could confirm lower expression of *ALOX*5 and *LTC4S* in the absence of hematopoietic AhR expression while reduced expression of *PTGES* was only visible in unstimulated cells (**Figure 5H**).

**Figure 5:**
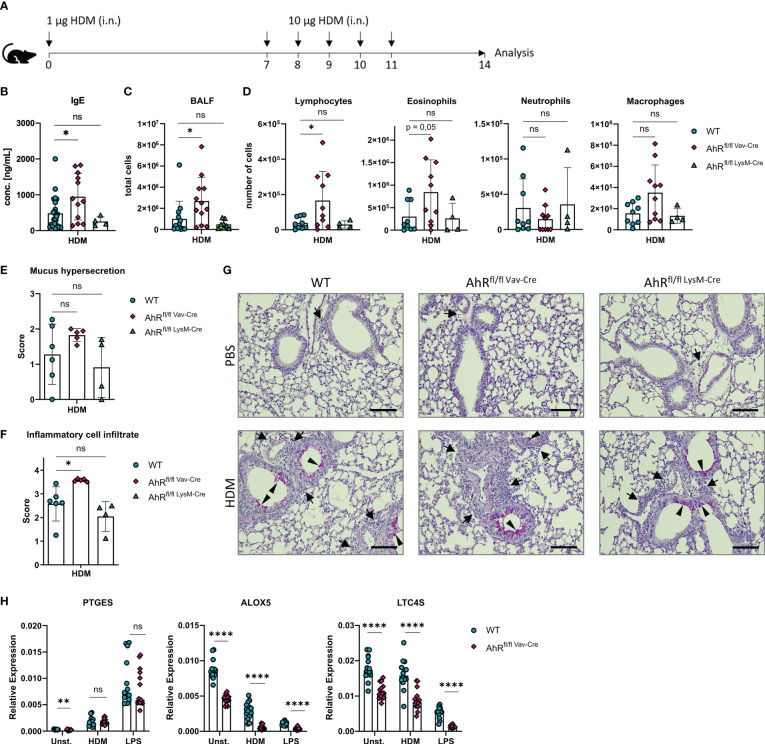
Hematopoietic AhR expression prevents exacerbation of allergic airway inflammation in a model of house dust mite allergy. **(A)** Experimental layout for HDM-induced allergic airway inflammation. **(B)** Serum IgE concentrations of AhR^flox/flox^ x Vav^Cre^, AhR^flox/flox^ x LysM^Cre^ or Cre-negative littermate control animals subjected to the protocol in A. Data are derived from N = 4-22 animals per group from at least two independent experiments. **(C)** Total cell counts in bronchoalveolar fluid (BALF). Data are derived from N = 8-13 animals per group from two to four independent experiments. **D**) Differential cell counts for lymphocytes, eosinophils, neutrophils and macrophages in BALF. Histological scores **(E, F)** and representative PAS stainings **(G)** from lung sections of PBS- or HDM-exposed mice of the indicated genotype. Arrows: inflammatory infiltrate; arrowheads: mucus hypersecretion; scale bar: 100µm. Data are derived from N = 4-6 representative animals per group from two independent experiments. **(H)** Relative expression of *PTGES*, *ALOX5 and LTC4S* in unstimulated, HDM- and LPS-treated BMDMs of AhR^flox/flox^ x Vav^Cre^ or control animals. Each dot represents the result of an individual mouse. Data show pooled results of two independent experiments with N = 13-15 animals per group. Each dot represents the result of an individual mouse and statistical significance was assessed with unpaired student’s t-test and p values of <0.05 were considered statistically significant. ns = not significant, *p<0.05, **p<0.01, ****p<0.0001.

To rule out an AhR-dependent contribution of lung epithelial cells to the exacerbation of the allergic airway inflammation, we crossed Scgb1a1^CreERT2^ animals to AhR^flox/flox^ animals. The corresponding offspring was treated from week 3 onwards with tamoxifen to ablate AhR expression in all Scgb1a1^+^ lung epithelial cells and their progenies and subjected tamoxifen-treated mice to the HDM model (**Supplementary Figure 3A**). Importantly, we could not detect any difference in BALF cell counts or IgE levels between tamoxifen-treated Scgb1a1^CreERT2^ x AhR^flox/flox^ and their littermate controls, suggesting that AhR expression in lung epithelial cells is not required for preventing exacerbated inflammation (**Supplementary Figures 3B–D**). Altogether, these results strongly argue for an important function of AhR activity in alveolar macrophages for the regulation of HDM-induced allergic airway inflammation. The AhR-dependent transcriptional regulation of prostanoid and cysLT synthesis likely plays an important role in governing allergic inflammation of the airways.

## Discussion

In this study we investigated whether the transcription factor AhR affects arachidonic acid-derived lipid mediator biosynthesis in macrophages as a possible explanation for enhanced susceptibility of AhR-deficient animals to allergic airway inflammation (16). Our results demonstrate that AhR-deficient alveolar and bone marrow-derived alveolar-like macrophages showed a systematically reduced production of prostanoids and cysLTs across a range of different stimuli including allergens. This AhR-dependent regulation of eicosanoid synthesis was even detectable in resting macrophages and could be confirmed in WT macrophages treated with an AhR antagonist, excluding the possibility that a reduced capacity to synthesize eicosanoids is a side effect of gene targeting in AhR-deficient macrophages. More generally, bulk RNA and ATAC sequencing of alveolar-like macrophages revealed that AhR regulates a set of genes involved in rate-limiting steps of eicosanoid biosynthesis. For instance, AhR-deficient macrophages showed reduced expression of *LTC4S* and *ALOX5*. 5-LO, the product of *ALOX5*, regulates the formation of LTA_4_ which is further metabolized *via* the activity of LTC4S to LTC_4_ and subsequently to LTD_4_ and LTE_4_. The formation of LTB_4_ does not depend directly on LTC4S activity but is dependent on LTA_4_ levels. Our data clearly suggest that AhR is a transcriptional regulator for 5-LO and LTC4S resulting in a reduced capability of AhR-deficient macrophages to generate cysLTs. Within the prostanoid pathway, we initially focused on a possible transcriptional regulation of mPGES-1 as the rate-limiting enzyme for the generation of anti-inflammatory PGE_2_ in type 2 immunity (7, 8) because reduced levels of PGE_2_ may contribute to an increased allergic airway inflammation in the absence of AhR activity (16). PGE_2_ is synthesized from PGH_2_ *via* mPGES-1 activity but, surprisingly, also PGD_2_ levels were reduced in AhR-deficient BMDMs (**Figures 2D, E**). This prompted us to investigate also the expression of the more upstream COX enzymes. Noteworthy, both bulk sequencing and quantitative analysis revealed marked reduction of COX1 expression (encoded by *PTGS1*). Both COX-1 and COX-2 isoenzymes can convert AA into PGH_2_ but only COX2 expression is typically upregulated during inflammation while COX1 is thought to be expressed in a more constitutive manner and fulfils basic physiological functions in both immune and non-immune cell types (45). A reduced expression of COX-1 may thus suggest that the basic capacity of AhR-deficient macrophages to generate prostanoids is compromised. In contrast to COX-1, COX-2 expression could be upregulated more strongly in AhR-deficient BMDMs (**Figures 1A, D**), a phenomenon that has also been observed in an AhR-deficient alveolar type II cell line (17). Yet, this compensatory upregulation of COX-2 was not sufficient to overcome reduced COX-1 activity and the physiological generation of prostanoids.

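In the sequenced libraries, LPS raised Ptgs2 in both genotypes, by a log2 fold change of LPS-stimulated over unstimulated BMDMs of 9.38 in wildtype (adjusted p = 1.4e-11) and 12.28 in AhR-deficient cells (adjusted p = 3.8e-13). The induction was thus 2.90 larger on the log2 scale in AhR-deficient BMDMs (interaction of genotype and LPS, adjusted p = 0.0051 in edgeR). It stayed between 2.60 and 3.09 with each library left out in turn, and limma-voom did not call it (2.74, adjusted p = 0.093). Without stimulation Ptgs2 had 0.836 ± 0.254 CPM (SD, n = 6) in wildtype and 0.62 ± 0.338 CPM (SD, n = 6) in AhR-deficient BMDMs, a log2 fold change of −0.41 (adjusted p = 0.95). After LPS the 6 AhR-deficient libraries ran from 1023 to 5992 CPM and all lay above the wildtype libraries (exact permutation test, two-sided, p = 0.0022). They differed by run of library numbers, with means of 1068, 5915 and 2476 CPM, and the difference between the genotypes in mean log2(CPM + 0.5) was 1.14, 3.19 and 2.32 within the 3 runs.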

AhR deficiency may also compromise the differentiation of myeloid cells including alveolar-like macrophages that may have an important long-term effect on airway pathogenesis. Indeed, AhR activity has been linked to the differentiation of monocytes towards the dendritic cell versus the macrophage lineage (40) and the basic capability for eicosanoid biosynthesis differs between both cell types (46, 47). However, as AhR inhibitor treatment of WT cells after BMDM differentiation was equally able to reduce the expression of COX-1 (*PTGS1*) and 5-LO (*ALOX5*) and partially also reduce LCT4S and mPGES-1 expression, we propose that AhR activity regulates the expression of these enzymes independently of potential AhR effects on myeloid differentiation. During allergic responses, the reduced COX-1-driven regulation by anti-inflammatory prostanoids such as PGE_2_ in the absence of AhR activity cannot compensate the reduced synthesis of pro-inflammatory cysLTs which would normally be expected to result in reduced inflammation. Instead, as both rate-limiting enzymes of the prostanoid and leukotriene pathway (5-LO and COX-1) are compromised in the absence of AhR activity, AhR signaling in macrophages may be required to engage the full potential of alveolar macrophages for the generation of eicosanoids. In the absence of this potential, the regulatory role of eicosanoids is vanished and associated with an enhanced risk for uncontrolled allergic sensitization and inflammation. Importantly, the AhR has been previously shown to act as a break for the release of pro-inflammatory cytokines upon stimulation of macrophages with LPS (48–51). However, this hypersensitivity and the aggravated inflammation observed *in vivo* often prevents to dissect the underlying molecular mechanisms in a single cell type given the manifold roles the AhR can play in different immune cells.

Along this hypothesis, we found that hematopoietic but not epithelial AhR deficiency recapitulated exaggerated inflammation in the HDM model (**Figure 5**; **Supplementary Figure 3**) which we have observed previously in complete AhR deficient animals (16). One limitation of our study is the possible contribution of other hematopoietic cell types to the exaggerated inflammation such as dendritic cells or granulocytes. In this regard, the LysM^Cre^ mouse line may not be a suitable Cre-expressing line to ablate AhR gene expression with high efficiency in alveolar macrophages. Additionally, minimal AhR expression may be sufficient for AhR-dependent regulation of eicosanoid biosynthesis relevant genes while targeting other genes using the LysM^Cre^ line may show a stronger dose-dependence in alveolar macrophages.

Unfortunately, the profiling of eicosanoids in bronchoalveolar fluids of HDM-treated animals by LC-MS/MS was not successful as eicosanoid levels in many samples were below the lower limit of detection (not shown). However, macrophages are thought to constitute one of the major eicosanoid-producing cell type and in contrast to intestinal eosinophils, pulmonary eosinophils have so far not been shown to be regulated by AhR activity (52).

Whether AhR ligands are able to foster the generation of either prostanoid or cysLT production in a ligand-specific manner and may thus represent a suitable therapeutic strategy will be part of future investigations. As environmental pollutants often contain AhR ligands acting either as agonists or antagonists (53), AhR-dependent regulation of bioactive lipid mediators may also provide a novel basis to explore AhR pollutants in epidemiological studies. Indeed, systemic activation by the potent AhR agonist 2,3,7,8-Tetrachlorodibenzo-p-dioxin (TCDD) revealed an alteration in arachidonic acid metabolism and eicosanoid biosynthesis including different expression levels of 5-LO and LTC4S and an increase of pro-inflammatory leukotrienes in the liver (54, 55). Whether these observations are related to AhR-dependent gene regulation in Kupfer cells or hepatocytes remains to be determined in future studies. Noteworthy, the AhR immediate target enzymes of the cytochrome P450 CYP1 family may also regulate bioavailability of eicosanoids because these enzymes are able to oxidize and degrade lipid mediators (56, 57). Noteworthy, we did not supply any specific AhR ligand to our cultures suggesting that the AhR-eicosanoid axis is active without external AhR ligands and fueled by cell-intrinsic ligands.

Eicosanoids play a fundamental role in a variety of physiological processes and diseases beyond allergic diseases. With regard to possible translation of these findings for humans, it is therefore necessary to investigate whether first, human macrophages exhibit a similar AhR dependency for eicosanoid biosynthesis and second, whether this axis is disturbed in patients with type 2 immune disorders, such as allergic asthma and related diseases. Whether impaired AhR activity and associated reduced generation of anti-inflammatory lipid mediators or conversely, excessive AhR activity and associated excessive release of pro-inflammatory lipid mediators contribute to disease pathogenesis remains an interesting study goal and may be one avenue to link the environmental sensor AhR to dysregulated type 2 immune responses at barrier organs.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE221093 and GSE221144 (GEO).

## Ethics statement

The animal study was reviewed and approved by local ethics committee and government authorities (Upper Bavaria) under the numbers ROB-55.2-2532.Vet_02-18-94 and ROB-55.2-2532.Vet_02-17-222.

## Author contributions

A-MM performed most experiments and data analysis. KH, FA, BS and AA contributed to experiments and analysis. FH, FR and MH performed LC-MS/MS measurements. AK and KS performed bioinformatic analysis. CS-W and JE-B cosupervised the study. CO supervised the study, performed data interpretation, acquired funding and wrote the manuscript with input from all co-authors. All authors contributed to the article and approved the submitted version.

# Supplementary material for: The aryl hydrocarbon receptor regulates lipid mediator production in alveolar macrophages
**Source:** Front Immunol. 2023 Apr 4;14:1157373. doi: 10.3389/fimmu.2023.1157373
**Supplement:** Supplementary file 1

# Supplementary Figure 1

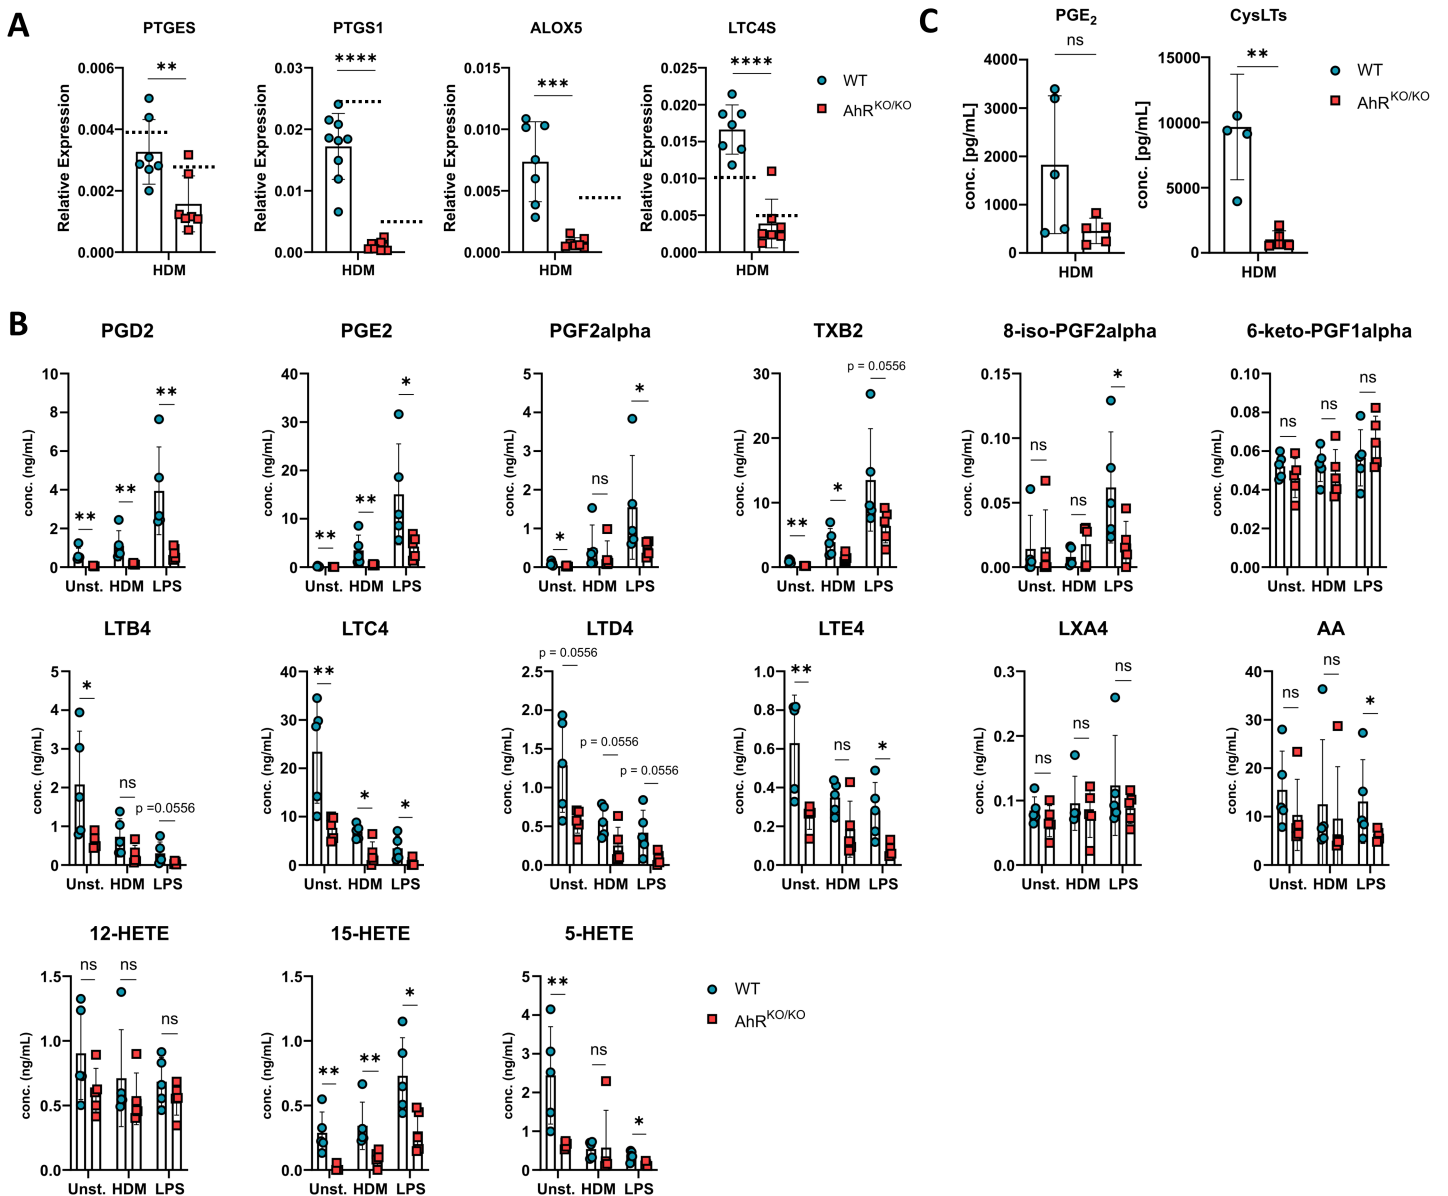

## Supplementary Figure 1

### AhR is a major regulator of prostanoid and leukotriene synthesis in alveolar-like macrophages

**A)** Relative expression of *PTGES*, *PTGS1*, *ALOX5* and *LTC4S* of HDM-stimulated wildtype (WT) and AhR-deficient (AhR<sup>KO/KO</sup>) BMDMs. Dotted lines indicate relative expression of unstimulated BMDMs. Data are derived from N = 7-9 animals per group from five independent experiments. **B)** LC-MS/MS measurement of indicated lipid mediators and arachidonic acid from BMDMs left either unstimulated or stimulated with HDM or LPS. Data are derived from N = 5 animals per group from two independent experiments. **C)** Enzyme-linked immunosorbent (EIA) measurement for PGE<sub>2</sub> (left plot) or total cysteinyl leukotrienes (cysLTs) (right plot) from HDM-stimulated WT and AhR<sup>KO/KO</sup> BMDMs. N = 4-5 animals per group from two independent experiments. Each dot represents the result of an individual mouse and statistical significance was assessed with unpaired student's t-test (A) or Mann-Whitney test (B and C) and p values of <0.05 were considered statistically significant. ns = not significant, \* p<0.05, \*\* p<0.01, \*\*\* p<0.001, \*\*\*\* p<0.0001

## Supplementary Figure 2

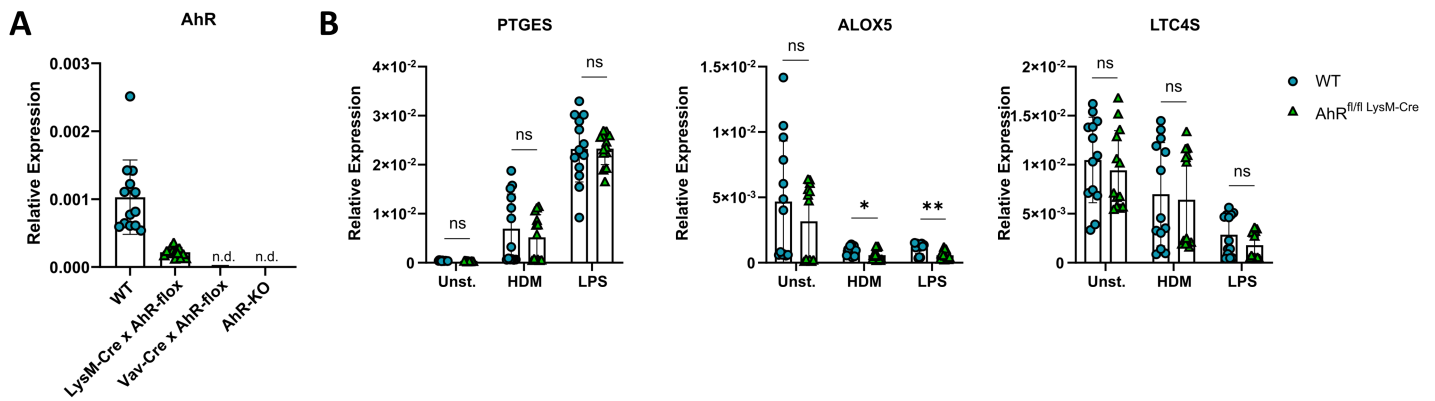

### Supplementary Figure 2

**LysM<sup>Cre</sup> driven ablation of AhR is not efficient and does not affect gene expression related to eicosanoid biosynthesis**

**A)** Relative *AhR* expression in BMDMs of AhR<sup>KO/KO</sup>, AhR<sup>flox/flox</sup> x Vav<sup>Cre</sup>, AhR<sup>flox/flox</sup> x LysM<sup>Cre</sup> or control animals. Data are derived from N = 13-14 animals per group from two independent experiments. **B)** Relative expression of *PTGES*, *ALOX5* and *LTC4S* in unstimulated, HDM- and LPS-treated BMDMs of the indicated genotypes. Data are derived from N = 13 animals per group from three independent experiments. Each dot represents the result of an individual mouse and statistical significance was assessed with unpaired student's t-test and p values of <0.05 were considered statistically significant. ns = not significant, \* p<0.05, \*\* p<0.01

## Supplementary Figure 3

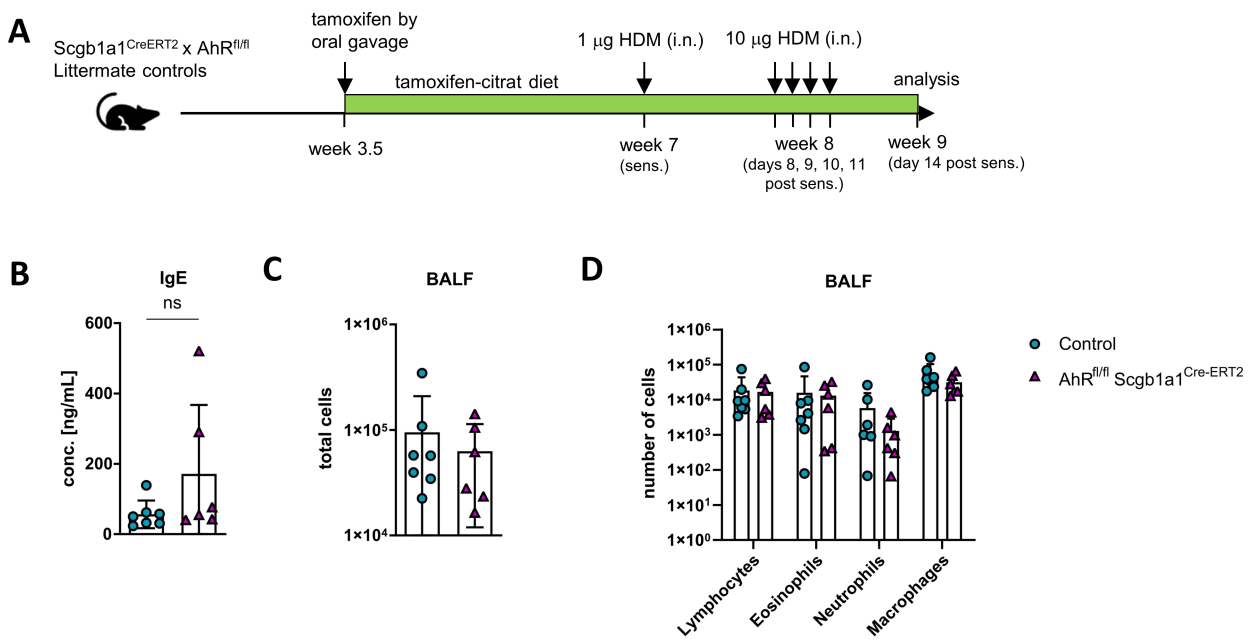

### Supplementary Figure 3

#### Lung epithelial cell-specific ablation of AhR does not exacerbate house dust mite induced allergic airway inflammation

**A)** Experimental layout. **B)** Serum IgE concentrations of tamoxifen-treated *AhR<sup>fl/fl</sup> x Scgb1a1<sup>CreERT2</sup>* or Cre-negative littermate control animals subjected to the protocol in Fig. 5A. Data are derived from N = 6-7 animals per group from one representative experiment. **C)** Total cell counts in bronchoalveolar fluid (BALF). Data are derived from N = 6-7 animals per group from one representative experiment. **D)** Differential cell counts for lymphocytes, eosinophils, neutrophils and macrophages in BALF. Data are derived from N = 6-7 animals per group from one representative experiment. Each dot represents the result of an individual mouse and statistical significance was assessed with unpaired student's t-test and p values of <0.05 were considered statistically significant. ns = not significant

# Supplementary material for: The aryl hydrocarbon receptor regulates lipid mediator production in alveolar macrophages
**Source:** Front Immunol. 2023 Apr 4;14:1157373. doi: 10.3389/fimmu.2023.1157373
**Supplement:** Supplementary file 2

**Forward and reverse primers for qPCR**

| **Gene** | **Forward Primer (5’ - 3’)** | **Reverse Primer (5’ - 3’)** |
| --- | --- | --- |
| AhR | TCTGTTCTTAGGCTCAGCGTC | GCGCCTGTAACAAGAACTCTC |
| ALOX5 | ATTGCCATCCAGCTCAACCA | ACTGGAACGCACCCAGATTT |
| GAPDH | CGTCCCGTAGACAAAATGGT | TTGATGGCAACAATCTCCAC |
| LTC4S | ATCTTCTTCCACGAAGGAGCC | TCGCGTATAGGGGAGTCAGC |
| PTGES | GAGTACACGAAGCCGAGGAA | GAAGAAGGCTTTTGCCAACC |
| PTGS1 | GGGAATTTGTGAATGCCACC | GGGATAAGGTTGGACCGCA |
| ß-Actin | TTCTTTGCAGCTCCTTCGTT | ATGGAGGGGAATACAGCCC |

How the deposited data were processed for this re-analysis (not part of the article)

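RNA sequencing of BMDMs from wildtype and AhR-deficient mice, unstimulated or stimulated with LPS for 24 h, gave 24 libraries in 4 groups of 6. The paper gives 6 animals per group from 1 experiment. The authors aligned the read pairs to mm10 with GSNAP and counted uniquely aligned fragments on the genes of Ensembl release 98 with featureCounts, reverse-stranded and with fragments that overlap several genes left out. The deposited values are these counts, whole numbers without normalization, with the length of each gene's merged exons beside them. The table holds 55421 genes and 92 spike-in sequences, which had 1 count in all 24 libraries and were left out. Symbols, positions and GC shares came from GENCODE M21, which names 55154 of the genes.

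Depth per library was between 45106052 and 76992663 counts. At this depth the spread between libraries of a group, a biological coefficient of variation of 49.1%, was larger than counting noise for abundant genes. A group of 6 libraries without a count of a gene allows up to 3 counts over the group, and fold changes against such a group are given as lower bounds from this floor.

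All 24 libraries entered 1 model in edgeR 4.0.16 under R 4.3.3, with a coefficient per group, TMM factors, the filter filterByExpr (16593 genes kept) and the robust quasi-likelihood F-test. DEGs had an adjusted p of at most 0.05 (Benjamini-Hochberg) and an absolute log2 fold change of at least 1, the thresholds of the paper. The comparisons were genotype without stimulation, genotype after LPS, LPS in wildtype, LPS in AhR-deficient BMDMs, and the interaction of genotype and LPS, for which no minimum fold change was set. CPM values are scaled by the TMM factors and given as mean and SD over the 6 libraries. Exact two-sided permutation tests of the mean log2(CPM + 0.5) over all arrangements of the libraries were made for 12 genes, Ahr and those the paper names, in both states. Library measures were compared between genotypes by the same test, and measures across all 24 libraries were related by Pearson's and Spearman's coefficients with 100000 permutations. These used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9.

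Lists of genes for pathways, cell types, AhR targets and sex-linked genes (19 lists with 264 members, of which 17 had at least 3 tested genes) were written from general knowledge and not exported from a database. They were tested with camera of limma 3.58.1 at its preset correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 17 lists. The symbol Dpep2 belongs to more than 1 identifier and was left out of its list.

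The tests, thresholds, lists and most alternatives were fixed before the data were examined, but after Figure 1 of the paper had been seen. The rule for naming genes was fixed then too. It covered the genes the paper names for these samples, Ahr and its targets, the 5 largest increases and decreases in each genotype comparison among DEGs with a mean of at least 1 CPM and no overlap between libraries, the 5 genes with the smallest interaction p in each direction, members of the lists, and DEGs within 10 Mb of Ahr. The alternatives were DESeq2 size factors or total library size in place of TMM, DESeq2 1.42.0 and limma-voom in place of edgeR's test, no filter or a mean of at least 1 CPM, only the 12 libraries compared, Y-linked expression as a covariate, glmTreat against a fold change of 1.2, no minimum fold change, no genes within 10 Mb of Ahr, and each of the 24 libraries left out in turn. For lists they were an estimated correlation, fry and Fisher's exact test, and for the exact tests pseudocounts of 0.1 and 2. Chosen after the data had been seen were covariates for each library's slope on gene length, on GC share, on both and for the first residual component, the run of 8 library numbers as a factor, leaving out both libraries without Y-linked counts, and the list tests on the interaction.

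The tests were checked on simulated counts with 200 of the genes changed by a log2 fold change of 2. edgeR recovered 83.5% and 83.0% of them for the genotype effect without stimulation and after LPS, 78.5% and 78.0% for LPS in wildtype and AhR-deficient BMDMs and 65.5% for the interaction, with 4 to 8 unchanged genes called. DESeq2 recovered 78.0% to 91.5% with 24 to 33 unchanged genes called, and limma-voom 65.0% to 84.5% with 3 to 15. Among 20 simulated lists, camera called the changed list in each comparison and none of the others. The simulated genes varied independently of each other, without the shared axis of the real libraries, and the lists were drawn at random. These checks therefore cannot show how often unchanged genes or lists are called when genes vary together. Each comparison was also refitted on 100 splits of its libraries, the real split included. No library was left out. Chromatin accessibility, lipid mediators, quantitative PCR and animal experiments of the paper were not analysed.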

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

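All tests of the explanations in this part were chosen after the results were seen, as were the list tests on the interaction and the fits with length slope, GC slope, residual component or run, while the splits of the libraries were planned.

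Single libraries lay far from the other 5 of their group in 5 of 72 tests, by a gap to the nearest library that passed Dixon's critical value for 6 libraries. Chance gives about 1 in 20 such gaps, so those of Alox5, Ptgis and the most abundant genes could arise without a cause, while the gaps of the Y-linked genes lay far past it. For Alox5 this was the unstimulated wildtype replicate 33, with 76.7 CPM against 184 to 221 CPM in the others, a gap of 0.823 of the range. With the length slope of the libraries removed, the largest gap in this group was 0.107, at replicate 17, and replicate 33 was no longer apart, so its place on that slope may account for the gap. No biological explanation was tested. For Ptgis it was the unstimulated wildtype replicate 34, with 7.66 CPM from 485 counts against at most 0.836 CPM in the others (0.681 of the range). Here the gap was 0.693 with the length slope removed, which argues against that slope as its source. For the share of counts of the 20 most abundant genes it was the LPS-stimulated AhR-deficient replicate 39, with 19.5% against at most 17.2% (0.648 of the range), and the gap was 0.659 with the length slope removed. The source of both gaps stays open, with differences between animals or cultures among the untested explanations.

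The Y-linked genes lay far below the others in the unstimulated wildtype replicate 34 (0.0374 per 1000000 counts, 0.964 of the range) and the LPS-stimulated wildtype replicate 38 (0.0835 per 1000000 counts, 0.946 of the range), against 131 to 264 per 1000000 counts in the other 22 libraries, values that are not scaled by TMM factors. Female animals would bring Xist, and the higher Xist value of both libraries was 0.0490 CPM, with at most 0.833 CPM in any library, which argues against females. A swap of labels with AhR-deficient libraries would bring their low Ahrr, and the lower Ahrr value of both libraries was 47.1 CPM, against at most 1.05 CPM in AhR-deficient and at least 13.3 CPM in wildtype libraries. A swap with an outside wildtype sample, or cells without a Y chromosome, was not tested. Both libraries hold the same place among the wildtype libraries of their states in the last run of numbers, and the labels do not say whether they came from 1 animal. The paper states that male and female mice were used, matched for age and sex, and the labels do not give the sex of each animal. Leaving out both libraries gave 716 DEGs without stimulation and 1346 after LPS. Replicate 34 is also the library that decides the decrease of Ptgis without stimulation, which was −1.34 (adjusted p = 0.445) without it.

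The genotype effect differed between unstimulated and LPS-stimulated BMDMs, by the interaction of genotype and LPS, for 5 of the genes named by the paper or among the AhR targets. For Ahr the interaction was 3.29 (adjusted p = 3.7e-04), with lower counts in AhR-deficient BMDMs without stimulation and higher counts after LPS. For Tiparp it was 1.48 (adjusted p = 7.8e-04), from −0.52 (adjusted p = 0.088) without stimulation to 0.96 (adjusted p = 4.3e-04) after LPS. It was −2.61 for Ltc4s, 2.90 for Ptgs2 and 5.36 (adjusted p = 0.011) for Ptgis. The Ptgis value was 3.73 (adjusted p = 0.033) without the unstimulated wildtype replicate 34. limma-voom did not call Ptgis (4.69, adjusted p = 0.055) or Ptgs2 (2.74, adjusted p = 0.093), and every other alternative and library left out kept these 5 genes past the threshold. A bias by gene length or GC content was tested with both slopes as covariates, under which the largest adjusted p of the 5 genes was 0.0036, and this argues against such a bias as the whole source. A response of the cultures to LPS that depends on genotype is named by the design and stays as a hypothesis. Counts of Ahr cover the exons of the altered allele, and counts of Ptgis were low.

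The paper does not report on the interaction for lists of genes, where 3 of 17 were called. The median interaction was −1.21 for cholesterol biosynthesis (camera, adjusted p = 4.3e-25, 0 of 20 genes above 0), 2.04 for inflammatory cytokines (camera, adjusted p = 1.8e-06, 11 of 13 above 0) and −1.57 for proliferation (camera, adjusted p = 1.5e-05, 2 of 11 above 0). An estimated correlation kept all 3 (adjusted p = 1.4e-04, 0.0022 and 0.013), and so did fry. The largest adjusted p of the 3 lists was 0.00156 with the length slope as a covariate and 1.5e-05 with the run as a factor, which argues against either as the whole source. Other explanations, such as another mix of cells in the cultures, were not tested for these lists. By design the lists describe LPS-stimulated against unstimulated BMDMs, so a response that depends on genotype may lie behind them.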

How the results depend on the processing

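The fits with length slope, GC slope, both slopes, residual component or run, the fit without both libraries that lack Y-linked counts, and the list tests on the interaction were chosen after results had been seen, and all other alternatives were planned.

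The counts of DEGs stayed within 1.5 times their values in most settings. Without stimulation they lay between 572 and 1115 (main value 744), after LPS between 1065 and 2096 (1387). In every setting more genes were lower than higher in AhR-deficient BMDMs in both states. Of the 744 DEGs, 736 were shared with DESeq2 size factors, 736 with DESeq2, 651 with limma-voom and 742 with the residual component in the fit, and of the 1387 after LPS these were 1358, 1372, 1217 and 1368. Under total library size the median log2 fold change of all genes lay at −0.09 without stimulation and −0.26 after LPS. It lay at −0.31 for LPS in wildtype, −0.52 for LPS in AhR-deficient BMDMs and −0.18 for the interaction. In the main fit these medians lay between −0.046 and 0.031, so changes under total library size are relative to its lower medians. Under total library size 236 genes were higher after LPS (360), and 3163 and 4398 genes were lower after LPS than before in wildtype (1951) and AhR-deficient BMDMs (2601).

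Other counts moved by more than 1.5 times. The genes higher without stimulation (152) were 234 under DESeq2, 303 with no minimum fold change, 262 with the length slope, 253 with the GC slope, 260 with both and 285 with the residual component. The genes higher after LPS (360) were 718 with no minimum fold change, and 733, 648, 718 and 608 in the same 4 covariate fits. With no minimum fold change there were also 2096 genes after LPS (1387), 6305 for LPS in wildtype (4137) and 3032 lower among them (1951), which follows from counting genes of any fold change. The genes with an interaction (713, 324 above and 389 below 0) were 1105 under DESeq2 (512 and 593), 2877 with the length slope (1408 and 1469), 2048 with the GC slope (968 and 1080), 2949 with both (1439 and 1510), 2779 with the residual component (1368 and 1411) and 1201 with the run (521 and 680). The 5 covariate and factor fits kept all 713 genes. The biological coefficient of variation fell from 49.1% to 25.0% with the length slope, 27.1% with the GC slope, 24.4% with both, 24.8% with the residual component and 35.5% with the run, which lets smaller differences pass. For DESeq2 and total library size the cause was not tested.

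Among lists, cholesterol biosynthesis, inflammatory cytokines and proliferation kept their interaction in every setting run. The kynurenine pathway after LPS lost its call with an estimated correlation (−1.14, adjusted p = 0.051) and with the length slope (−1.19, adjusted p = 0.079), and the cause was not tested. Eicosanoid synthesis without stimulation was called in the fit of 12 libraries (−0.21, adjusted p = 0.013), by fry and by Fisher's exact test (−0.23 in both), and after LPS by fry and Fisher's exact test (−0.11 in both). Fry tests the mean change of a list in a shared direction without reference to other genes, and Fisher's exact test asks whether DEGs are frequent in it. Inflammatory cytokines without stimulation were called by fry (adjusted p = 0.0035), by Fisher's exact test (adjusted p = 0.0445), with a mean of at least 1 CPM (−0.75, adjusted p = 0.044) and without replicate 28, 31 or 36 (−1.01, −0.82 and −0.79). Fatty acid synthesis was called by fry after LPS (−0.25, adjusted p = 7.4e-04) and for the interaction (−0.39, adjusted p = 0.014). Fry also called the receptor list (adjusted p = 0.011) and macrophage markers (adjusted p = 0.033) without stimulation. Medians near 0 changed sign: sphingolipid metabolism after LPS was 0.0035 with a mean of at least 1 CPM, 0.026 with the length slope and 0.046 with the run, and the receptor list was 0.058 after LPS in the fit of 12 libraries and −0.024 without stimulation with the length slope. The first and the fourth of these had fewer genes or libraries by construction, and for the others the cause was not tested. Among genes not called, Cysltr2 without stimulation was 0.019 with Y-linked genes as a covariate (−0.12), Nqo1 without stimulation −0.033 with total library size, −0.012 with the covariate and −0.014 without both libraries that lack Y-linked counts (0.06), and Ptges after LPS −0.071 with total library size (0.16), where the median of all genes lay at −0.26. For Cysltr2 and Nqo1 the cause was not tested.

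With each of the 24 libraries left out, the counts ran from 669 to 796 without stimulation, from 1245 to 1486 after LPS, from 3929 to 4323 for LPS in wildtype, from 4991 to 5267 for LPS in AhR-deficient BMDMs and from 564 to 782 for the interaction. Of single genes and lists, 4758 results kept direction and call, 71 lost the call, 20 gained it and 23 changed sign. The median of eicosanoid synthesis ran from −0.29 (without replicate 17) to −0.10 (without 33) without stimulation and was called without replicate 19, 25 or 26 (−0.24, −0.18 and −0.19), and it ran from −0.33 (without 40) to 0.025 (without 37) after LPS. The receptor list without stimulation ran from −0.051 (without 17) to 0.063 (without 33), sphingolipid metabolism after LPS from −0.074 (without 21) to 0.036 (without 31), macrophage markers after LPS from −0.32 (without 32) to 0.073 (without 29), and the Y-linked genes from −0.078 (without 34) to 0.36 (without 33) without stimulation and from −0.068 (without 38) to 0.34 (without 37) after LPS. Of the genes not called, Alox12 without stimulation ran from −0.069 (without 28) to 1.48 (without 18), Nqo1 without stimulation from −0.11 (without 19) to 0.18 (without 33), and Ptges after LPS from −0.037 (without 32) to 0.30 (without 29). In all, outside the left-out libraries, 2806 results for single genes and lists kept direction and call, 42 lost the call, 72 gained it and 10 changed sign.

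The 17 of 24 exact tests with p of at most 0.05 were 16 with a pseudocount of 0.1, where Ptgis without stimulation had an exact permutation p = 0.056, and 17 with a pseudocount of 2. Of calls on the genes the paper names there were 12, and 11 to 15 over all settings. The lists called were 8 without stimulation (8 to 12), 10 after LPS (8 to 12) and 3 for the interaction (3 to 4), and 5 of the cell type lists were called in both states (4 to 5). At this depth genes near the floor, such as Alox12 in unstimulated BMDMs and Cyp1a1, Cyp1a2 and Aldh3a1, which the filter left out, cannot show a difference. Fits of 12 libraries, and those that change the threshold or the genes counted, gave no value for the interaction or for lists where they do not apply.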

Differences from the paper's values

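The settings with length slope, GC slope, both slopes, residual component or run, and the one without both libraries that lack Y-linked counts, were chosen after the values had been seen, and the other tests were planned.

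The number of genes higher in unstimulated AhR-deficient BMDMs was 152, and the paper's value is about 310 in Fig. 1C, read by eye. Of the alternatives set before the data were examined, DESeq2, the tool the paper names, with 234 genes and no minimum fold change with 303 genes fall within 1.5 times of the paper's value. DESeq2 size factors in edgeR (157), total library size (136), limma-voom (171), no filter (144), a mean of at least 1 CPM (132), the 12 libraries compared (158), Y-linked expression as a covariate (153), glmTreat (140), no genes within 10 Mb of Ahr (152) and every fit without 1 of the libraries (137 to 170) do not. The fits with the length slope (262), the GC slope (253), both (260), the residual component (285) and the run (227), chosen after seeing the values, also come within 1.5 times and drop none of the unstimulated DEGs among the eicosanoid relevant genes of the paper. The fit without both libraries that lack Y-linked counts (145), also chosen after seeing the values, does not come within 1.5 times.

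The number of genes higher in LPS-stimulated AhR-deficient BMDMs was 360, and the paper's value is about 600 in Fig. 1C, read by eye. DESeq2 (525), limma-voom (459) and no minimum fold change (718) fall within 1.5 times of it. DESeq2 size factors in edgeR (388), total library size (236), no filter (333), a mean of at least 1 CPM (332), the 12 libraries compared (372), Y-linked expression as a covariate (366), glmTreat (313), no genes within 10 Mb of Ahr (355) and every fit without 1 of the libraries (290 to 392) do not. The fits with the length slope (733), the GC slope (648), both (718), the residual component (608) and the run (474), chosen after seeing the values, also come within 1.5 times and drop none of the genes the paper names after LPS that are DEGs at 360. The fit without both libraries that lack Y-linked counts (354), also chosen after seeing the values, does not come within 1.5 times. The numbers of genes lower in AhR-deficient BMDMs, 592 and 1027, were within 1.5 times of the paper's, about 810 and 1300, read by eye. They were not with a mean of at least 1 CPM (440 and 733) or in the fits of the 12 libraries compared (484 and 768). Without the unstimulated wildtype replicate 17, the number without stimulation (529) was not either.

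The paper states that Ltc4s was lower with and without stimulation. After LPS it was a DEG (−3.57), and without stimulation its log2 fold change of −0.96 had an adjusted p of 0.088. Its adjusted p was at most 0.05 under DESeq2 (0.034), limma-voom (0.0033) and in the fit of 12 libraries (0.0021), with an absolute log2 fold change below 1, and the fit with the run as a factor, chosen after seeing the values, called it (−1.0, adjusted p = 0.0072). Alox5, Ptgs1 and Hpgds were lower DEGs in both states.

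The paper states that Ptgis was higher after LPS. It was higher by 2.40 with an adjusted p of 0.081. It was called by DESeq2 (2.44, adjusted p = 0.022), in the fit of 12 libraries (2.43, adjusted p = 0.046) and with Y-linked expression as a covariate (2.63, adjusted p = 0.023), and among settings chosen after seeing the values with the length slope (2.31, adjusted p = 0.040), the GC slope (2.29, adjusted p = 0.048), both (2.29, adjusted p = 0.044), the residual component (2.39, adjusted p = 0.035), the run (2.53, adjusted p = 0.036) and without both libraries that lack Y-linked counts (2.44, adjusted p = 0.042). Without the unstimulated wildtype replicate 34 it was called as well (2.39, adjusted p = 0.027). Alox12 and Ptgs2 were higher DEGs after LPS.

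Fig. 1E lists Cysltr2 among the DEGs after LPS. Its log2 fold change was 0.91 (adjusted p = 0.231). It was called without the wildtype replicate 38 (1.37, adjusted p = 0.041), and among settings chosen after seeing the values with the GC slope (1.00, adjusted p = 0.0068), the residual component (1.11, adjusted p = 0.0020), the run (1.07, adjusted p = 0.034) and without both libraries that lack Y-linked counts (1.37, adjusted p = 0.048). Of the other genes of that list, Ptgs1, Alox5, Hpgds, Ptger3 and Ptgs2 were DEGs. So were all genes listed for unstimulated BMDMs, Ptgs1, Alox5, Hpgds, Ptger3 and Ptgis. Ltb4r1, which Fig. 1D boxes, was not a DEG (−0.75, adjusted p = 0.067 after LPS).

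The paper places Alox5, Ptgs1 and Ltc4s among the genes that differ most after LPS, with arrows in a heatmap of the 100 top genes (Fig. 1A). By p-value Ltc4s ranked 54 and Ptgs1 58, and Alox5 ranked 148 of 16593. The paper does not say by which measure its top genes were ranked, so whether the place of Alox5 differs stays open.

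The paper states that pathways of lipid metabolism and tryptophan metabolism were reduced in AhR-deficient BMDMs, from a pathway analysis of the DEGs after LPS. After LPS, cholesterol biosynthesis (−0.92, adjusted p = 2.6e-12) and the kynurenine pathway (−1.14, adjusted p = 0.0116) were reduced, while fatty acid synthesis (−0.25, adjusted p = 0.138), sphingolipid metabolism (−0.05, adjusted p = 0.354) and eicosanoid synthesis (−0.11, adjusted p = 0.229) were not called by camera. Fry called fatty acid synthesis (adjusted p = 7.4e-04) and eicosanoid synthesis (adjusted p = 0.0023), and Fisher's exact test called eicosanoid synthesis (adjusted p = 0.0012). The lists are not the terms of the paper's pathway analysis.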

Other observations

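Chosen after the results were seen were the tests of the DEGs near Ahr by state, of the neutrophil markers, of mast cells and basophils by state, of length, GC content, depth and runs behind the residual axis, and of liver transcripts, while the splits of libraries and the tests of strain variants over all DEGs, sex, library size and dendritic cells were planned.

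For the effects of genotype and of LPS, splits of the libraries argue against chance as the source of the counts of genes. For the interaction they cannot decide, since they also mixed the genotypes within each state. Genotype effects then added to the spread between libraries, so few genes were likely to pass whatever the cause. In 100 splits of the libraries of each comparison, the real split was the only 1 with as many genes. The largest count of another split was 243 (real count 744) for genotype without stimulation, 344 (1387) for genotype after LPS, 1951 (4137) for LPS in wildtype, 2236 (5105) for LPS in AhR-deficient BMDMs and 2 (713) for the interaction, and the median of the others was 0 in each.

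The knockout allele came from 129 cells, so genes near Ahr can differ by strain. Within 10 Mb of Ahr, 8 of 63 tested genes were DEGs without stimulation (12.7%, against 4.45% elsewhere, Fisher's exact test, p = 0.0069) and 12 of 63 after LPS (19.0%, against 8.32% elsewhere, Fisher's exact test, p = 0.0054). Of all DEGs without stimulation 98.9% lay outside this region, but with 63 of 16593 tested genes inside it most had to lie outside whatever the cause. Effects of strain variants near Ahr on distant genes were not tested, so whether they add to the DEGs elsewhere stays open. Strain variants in other parts of the genome were not tested either. The paper names C57/B6/J wildtype mice and a B6.129 knockout line, and gives no littermates for these cultures. For the region itself strain variants and AhR cannot be told apart, since both come with the same allele. Of its 14 DEGs in either state, 57.1% had a genotype effect that differed between the states, against 29.7% of DEGs elsewhere. These 14 were Ahr, Rnf144a, Rsad2, Cmpk2, Acp1, Fam110c, Slc26a4, Atxn7l1, 9130015A21Rik, Tspan13, Ispd, Agmo, Etv1 and Scin. Acp1 fell alike in both states (−2.53 and −2.31), while Rsad2 (−1.58 and 1.27) and Cmpk2 (−1.29 and 1.12) changed direction. After LPS both were not called with total library size (1.04, adjusted p = 0.053, and 0.91), Rsad2 not without replicate 32 (1.07, adjusted p = 0.051) and Cmpk2 not without replicate 29 (0.98).

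Sex, depth and abundant genes were weighed as sources of the genotype effects. With Y-linked expression as a covariate there were 724 DEGs without stimulation, and the Y-linked list had medians of 0.19 without stimulation (camera, adjusted p = 0.158) and 0.20 after LPS (camera, adjusted p = 0.354), which argues against a difference in sex. Total counts overlapped between the genotypes (exact permutation test, two-sided, p = 0.887 without stimulation and 0.416 after LPS). The 20 most abundant genes took 14.8% of the counts in AhR-deficient and 12.6% in wildtype BMDMs without stimulation (exact permutation test, two-sided, p = 0.0022, 0.035 after adjustment over 16 tests) and 17.1% and 15.2% after LPS (exact permutation test, two-sided, p = 0.030, adjusted 0.242). The shares without stimulation allow a shift of at most 0.037 on the log2 scale from these 20 genes, which is too small for a DEG. This bound does not cover the other genes. Under total library size the median log2 fold change of all genes was −0.09 without stimulation and −0.26 after LPS.

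Lists of cell type markers were read to ask whether the mix of cells differed, and all groups were bulk cultures without counts of cells. Medians without stimulation and after LPS were −2.37 and −1.93 for 16 dendritic and Langerhans cell markers (camera, adjusted p = 6.4e-10 and 2.3e-07), −1.46 and −0.94 for 11 genes of MHC class II (6.4e-10 and 1.2e-04), −3.30 and −2.43 for 13 neutrophil markers (2.7e-16 and 2.3e-07), −2.12 and −2.07 for 10 mast cell and basophil markers (5.0e-11 and 7.4e-05), 0.69 and 0.39 for 14 markers of alveolar macrophages (4.7e-07 and 0.0104), −0.24 and −0.18 for 17 macrophage markers (0.31 and 0.891, with the test of the other sign after LPS), −0.95 and −1.06 for 4 eosinophil markers (0.233 and 0.597), and 0.16 and −1.43 for 11 proliferation genes (0.158 and 0.0011). Inflammatory cytokines had medians of −0.83 (camera, adjusted p = 0.0563) and 1.68 (camera, adjusted p = 1.2e-04). An estimated correlation kept every list called without stimulation and lost MHC class II after LPS (adjusted p = 0.094) beside the kynurenine pathway, and fry kept all. Fisher's exact test did not call the alveolar macrophage list after LPS (adjusted p = 0.139).

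Fewer cells of another type could lower Alox5, Ltc4s, Ptgs1 and Hpgds in AhR-deficient BMDMs. Without stimulation, the level of mast cell and basophil markers argues against these cells, although their median (−2.12) lay near that of the 4 genes (−2.09): the most abundant marker in unstimulated wildtype was Cpa3 with 5.85 CPM (Hdc had 3.85 CPM), while Ptgs1 fell by 197 CPM, Alox5 by 117 CPM, Hpgds by 31.5 CPM and Ltc4s by 19.7 CPM. After LPS the level does not decide, since Kit had 15.1 CPM in wildtype and the 4 genes fell by 4.23 to 26.9 CPM. The most abundant marker, Hdc, was higher in AhR-deficient BMDMs there (648 against 411 CPM in wildtype), while 8 of the 10 markers were lower. Hdc had only 3.85 CPM in wildtype without stimulation. Its level after LPS thus changed with the stimulation and cannot stand for the number of such cells. With a median of −2.07 for the markers, mast cells and basophils cannot be told apart from a change of expression within macrophages. Dendritic cells and neutrophil-lineage cells cannot be told apart from a change of expression within macrophages, since bulk counts do not separate them. The dendritic median of −2.37 lay near the median of the 4 genes without stimulation (−2.09), but the markers moved both ways, with 8 lower and 2 higher DEGs. Epcam fell from 71.1 to 1.43 CPM, Itgae from 49.3 to 0.314 CPM and Cd207 from 35.4 to 0.0384 CPM, while Batf3 (1.23) and Clec9a (1.34) rose. An even loss of all cells with these markers would lower every marker, which was not seen. A loss of only the cells with the lower markers would also move the list both ways, so fewer dendritic cells stay open. The neutrophil median after LPS was −2.43, against −3.55 for the 4 genes, and S100a8 (2264 to 278 CPM), Ngp (382 to 37.6 CPM) and Mmp8 (321 to 14.7 CPM) were abundant in unstimulated wildtype. For S100a8 the decrease after LPS (−2.62) rested on replicate 37 (−1.70, adjusted p = 0.086 without it). The paper states that AhR deficiency may also alter myeloid differentiation. From AhR inhibitor treatment of differentiated wildtype cells, which these libraries do not include, it proposes that AhR regulates these enzymes independently of that.

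Within groups, the libraries spread along the first residual component, which was related to the length slope (Pearson r = 0.998, Spearman rho = 0.984), the GC slope (r = 0.974, rho = 0.981), the number of genes with counts (r = 0.904, rho = 0.884) and total counts (r = 0.662, rho = 0.637) over 24 libraries. The permutation p was 1e-05, the smallest that 100000 permutations can give, for both coefficients of the first 3 (adjusted 2e-05 over 6 relations), and 3.9e-04 and 0.00106 for total counts (adjusted 5.9e-04 and 0.00159). Without the 2 libraries farthest from the median, r was 0.998, 0.967, 0.865 and 0.659. Within the 3 runs, r was 0.998, 0.927 and 0.999 for the length slope and 0.966, 0.904 and 0.938 for the GC slope, but 0.959, 0.0625 and 0.530 for genes with counts and 0.658, −0.140 and 0.587 for total counts, so these last relations did not hold in the middle run. The mitochondrial share (r = −0.02, permutation p = 0.926, rho = −0.19, permutation p = 0.372) and the share of the 20 most abundant genes (r = −0.24, permutation p = 0.265, rho = −0.072, permutation p = 0.737) were not related to it.

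Several technical sources of this axis were tested. Among genes of similar annotated length, in 10 classes of equal size, the component took at least 37.7% of the residual variance, and in 10 classes of GC share at least 49.7%, which argues against annotated length or GC content alone. Annotated exon length is not the length of the transcripts present. With total counts removed the component kept 43.1%, which argues against depth. The length slope differed between the 3 runs by more than under run labels permuted within groups (permutation p = 3.8e-04, 64.7% of its variation), so a difference between runs of library numbers may be part of the source. What the runs stand for is not given, and RNA quality is a candidate source that the counts cannot test. Every run held all groups alike.

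Liver transcripts were seen in the LPS-stimulated wildtype replicate 38 and the LPS-stimulated AhR-deficient replicate 40. Alb had 66.8 and 107 CPM in these libraries and at most 12.7 CPM in the other 22, and Afp 58.5 and 117 CPM against at most 47.7 CPM. Both of these other maxima came from the unstimulated AhR-deficient replicate 36, so liver transcripts were not confined to replicates 38 and 40. Of 8 liver transcripts that had counts and were not noticed first, 7 were higher in both libraries than in the other 22, where chance gives 1 in 276 per transcript. RNA from liver, or another source of these transcripts, may have entered both libraries. Replicate 38 is also a library without Y-linked counts. The 18 transcripts listed took 0.0170% and 0.0271% of their counts, against at most 0.0081% elsewhere, with Trf left out, which had a median of 328 CPM in the other 22 libraries. No biological explanation was tested.

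Among the genes with the smallest interaction p, the 5 above 0 were Fam43a (3.69, adjusted p = 2.4e-07), Gem (4.38, adjusted p = 4.1e-07), Maff (1.28, adjusted p = 2.2e-06), Hdc (3.79, adjusted p = 1.2e-05) and Igsf8 (1.17, adjusted p = 3.8e-05), and the 5 below 0 were Cyp51 (−2.39, adjusted p = 2.4e-07), Rab27a (−3.44, adjusted p = 1.4e-06), Gga2 (−1.89, adjusted p = 3.1e-06), Ffar2 (−3.49, adjusted p = 3.3e-06) and Siglecg (−4.03, adjusted p = 4.6e-06). Of the 713 genes with an interaction, 495 had genotype effects of opposite sign in the states, 155 a larger effect after LPS and 63 a smaller 1. Of the 430 DEGs in both states, 15 changed direction. Lower without stimulation and higher after LPS were 11 genes, Rgs1, Tnfsf8, Emp1, Trim72, Irf7, Il23a, Il12b, Tgtp2, Rsad2, Cmpk2 and Ahr. Il12b (1.74) and Il23a (1.68) were not called after LPS without replicate 31 (0.86, adjusted p = 0.19, and 1.03, adjusted p = 0.10). Higher without stimulation and lower after LPS were 4 genes, Bcas1, Slc27a3, Siglecg and Rras2. Il6 after LPS rose from 587 to 1909 CPM (1.70, adjusted p = 0.0015).

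The paper measured Ptges (ENSMUSG00000050737) by quantitative PCR in other samples. It reports lower Ptges in unstimulated AhR-deficient BMDMs (Fig. 2A) and differences that were by and large kept after LPS (Fig. 2B). In the sequenced libraries no difference in Ptges was called in either state. Ptges had 3.57 ± 0.906 CPM (SD, n = 6) in wildtype and 3.06 ± 0.714 CPM (SD, n = 6) in AhR-deficient BMDMs without stimulation (−0.23, adjusted p = 0.99). After LPS it had 160 ± 51.3 and 178 ± 78.4 CPM (SD, n = 6; 0.16, adjusted p = 0.86). LPS changed 4137 genes in wildtype (2186 higher and 1951 lower) and 5105 in AhR-deficient BMDMs (2504 higher and 2601 lower) at the thresholds used for genotype.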
